# Colitis Induces Sex-Specific Intestinal Transcriptomic Responses in Mice

**DOI:** 10.3390/ijms231810408

**Published:** 2022-09-08

**Authors:** Linnea Hases, Madeleine Birgersson, Rajitha Indukuri, Amena Archer, Cecilia Williams

**Keywords:** colitis, CAC, mouse model, AOM/DSS, sex differences, transcriptome

## Abstract

There are significant sex differences in colorectal cancer (CRC), including in incidence, onset, and molecular characteristics. Further, while inflammatory bowel disease (IBD) is a risk factor for CRC in both sexes, men with IBD have a 60% higher risk of developing CRC compared to women. In this study, we investigated sex differences during colitis-associated CRC (CAC) using a chemically induced CAC mouse model. The mice were treated with azoxymethane (AOM) and dextran sodium sulfate (DSS) and followed for 9 and 15 weeks. We performed RNA-sequencing of colon samples from males (*n* = 15) and females (*n* = 15) to study different stages of inflammation and identify corresponding transcriptomic sex differences in non-tumor colon tissue. We found a significant transcriptome response to AOM/DSS treatment in both sexes, including in pathways related to inflammation and cell proliferation. Notably, we found a stronger response in males and that male-specific differentially expressed genes were involved in NFκB signaling and circadian rhythm. Further, an overrepresented proportion of male-specific gene regulations were predicted to be targets of Stat3, whereas for females, targets of the glucocorticoid receptor (Gr/Nr3c1) were overrepresented. At 15 weeks, the most apparent sex difference involved genes with functions in T cell proliferation, followed by the regulation of demethylases. The majority of sex differences were thus related to inflammation and the immune system. Our novel data, profiling the transcriptomic response to chemically induced colitis and CAC, indicate clear sex differences in CRC initiation and progression.

## 1. Introduction

Tumor development is pronounced in patients with inflammatory bowel disease (IBD) and chronic inflammation is one of the general hallmarks of colorectal cancer (CRC) [1,2,3]. IBD-CRC follows the inflammation-dysplasia-carcinoma sequence [4], and although IBD is a risk factor for CRC in both sexes, the risk of developing CRC is 60% higher for male IBD patients than for female [5]. Worldwide, CRC is the third most common cancer in both sexes combined [6], and better preventative and treatment strategies are needed to reduce the mortality rates. Interestingly, significant sex differences are present in CRC [7,8]. Men have a higher incidence and earlier onset of CRC compared to women [7,9], and a lower overall survival compared to age-matched premenopausal women. Men are more prone to left-sided CRC, whereas women are more prone to right-sided CRC [7]. Male tumors more often have *NRAS* mutations, whereas tumors from women more often exhibit *BRAF* mutations and microsatellite instability (MSI) [10]. Recently, we also found that several prognostic biomarker candidates in CRC are sex-dependent [11].

A diet rich in fat is known to induce a low-grade inflammatory state of the colon and is considered a risk factor for CRC development. We have previously demonstrated sex differences in the colon and its transcriptome in mice fed a high-fat diet (HFD) and observed differences in crypt proliferation and immune cell infiltration, along with differences in the expression of circadian clock genes [12]. Colitis increases the risk of CRC, and the importance of histologic inflammation over time has been highlighted as an important risk factor for colitis-associated cancer (CAC) [13]. A well-established mouse model to study CAC is the azoxymethane (AOM)/dextran sulfate sodium (DSS) model, which closely resembles human CAC. Multiple studies have investigated the transcriptomic changes during AOM/DSS-induced colitis and CAC to identify novel clinical candidates in the pathogenesis of human CAC. However, few studies have focused on identifying sex-specific gene targets, despite the overwhelming sex disparities seen in CRC. To our knowledge, no studies have previously investigated sex differences in the progression of CAC.

Here, we aimed to explore the molecular underpinnings of the phenotypic sex differences previously noted, including the higher propensity of males for colitis and subsequent tumor development. We hypothesized that female and male mice respond differently to inflammation at the transcriptional level and that this would include specific signaling pathways. To characterize these differences, and the key regulatory factors, we investigated the transcriptomes of the colonic epithelial layer of mice of both sexes at two time points (9 and 15 weeks) following initiation of AOM/DSS treatment. The overarching goal of this study was to improve the understanding of sex differences in disease initiation and progression.

## 2. Results

In our previous animal study, we had noted sex differences following AOM/DSS-induced tumor formation, including larger tumors and higher expression of specific cytokines in males compared to females [14]. To identify the complete transcriptomic response to AOM/DSS and related sex differences in the colon, we sequenced RNA from the epithelial layer (scrape) from mice of both sexes treated with vehicle or AOM/DSS for 9 and 15 weeks, respectively (Figure 1A). 

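RNA was taken from scraped colon epithelium of C57BL/6J mice in 6 groups of 5 mice, 1 library each, and sequenced as stranded poly(A)-selected mRNA. AOM is the carcinogen azoxymethane, injected once at 10 mg/kg, and DSS is dextran sulfate sodium, given at 2.5% in drinking water in 3 cycles. Vehicle-treated mice received saline and were killed at 9 weeks, so 1 vehicle group per sex served as the baseline for both time points. Without a vehicle group of 15 weeks, treatment and time since the start cannot be told apart in the responses at 15 weeks. The authors aligned the reads to GRCm38 with STAR and counted them on 46078 genes with featureCounts, and computed FPKM with StringTie in each library. Counts on genes per library ran from 9265804.0 to 28494751.0 with a median of 25274774.0 in vehicle-treated females, from 20393766.0 to 27586491.0 with a median of 22550484.0 in females at 9 weeks of AOM/DSS, and from 22911414.0 to 29293138.0 with a median of 24151608.0 in females at 15 weeks. In males they ran from 23088475.0 to 28064635.0 with a median of 26371318.0 with vehicle, from 22373301.0 to 30806392.0 with a median of 27324577.0 at 9 weeks, and from 14619526.0 to 29776556.0 with a median of 24558635.0 at 15 weeks. The paper gives at least 12 M sequenced reads per sample and 34 M on average, while the values here use the reads counted on genes, with a lowest library of 9.27 M and a mean of 24.5 M. From the counts, differential expression was tested with edgeR's quasi-likelihood model on all 30 libraries, with TMM normalization and a filter on low counts that left 16261 genes. A gene was taken as differentially expressed (DEG) when its adjusted p was under 0.05, its log2 fold change was beyond 0.4 in either direction, and its mean FPKM was at least 1 in 1 of the compared groups. With edgeR the adjusted p of a gene is the Benjamini-Hochberg value over all genes tested in that comparison. With DESeq2 it is the value that the program gives by default. That default leaves out genes with low mean counts or outlier counts, and a gene without a value was not taken as a DEG. Each model was refitted without each library in turn, which gives 10 leave-one-out fits for a comparison of 5 against 5 libraries. Other settings replaced the test by DESeq2, limited the fit to the compared libraries, left out the filter or a threshold, took the replicate number as a block, or took as a covariate the mesenchyme score, the mean log2 CPM (counts per 1e6) of 14 genes of connective tissue. Replicate numbers are those of the authors' labels. FPKM values are given as mean ± SD over the 5 libraries of a group, and where a group held at most 3 counts per library the fold change is given as a lower bound. Duplicate reads were not removed from the counts, so the bounds cover counting error only.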

The 9-week time point is soon after the third DSS (intestinal irritant) cycle, where mice exhibit colitis in several areas of their intestines [14], and we here denote this state as a more acute phase of colitis. At 15 weeks, nearly two months after the last DSS cycle, the inflammation is less pronounced (as previously reported [14]), and we here denote this stage as a more chronic state of inflammation. At this stage, all mice had developed tumors, and male mice developed larger tumors than females [14].

### 2.1. Sex Differences Are Apparent in the Colon Transcriptome

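The principal component analysis was run on the 500 most variable genes after a variance-stabilizing transformation of the counts from all 30 libraries. The first component held 42.5% of their variance, the second 24.6% and the third 8.52%. Across the first 2 components the centres of vehicle-treated males and females lay 27.4 (exact permutation p = 0.0476, adjusted p = 0.0714) apart. The one-sided p comes from all 126 ways to split 10 libraries into groups of 5, and the adjusted p covers 9 comparisons. Left-out libraries moved this distance from 21.3 without male vehicle replicate 1 to 34.1 without female vehicle replicate 1. In 6 of the 10 leave-one-out fits its permutation p was above 0.05, up to 0.0873. On log2 CPM in place of the variance-stabilized values, the distance was 47.8.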

When comparing normal (intraperitoneal injection, i.p., with saline vehicle) male and female colon epithelial transcriptomes in a principal component analysis (PCA), we found that the sexes clustered separately (Figure 1B, light pink versus light blue). 

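The transcriptomic signal-to-noise ratio (tSNR) divides the distance between 2 group means, over all tested genes after the variance-stabilizing transformation, by the mean distance of the libraries to their own group mean. Its p comes from the same splits of the libraries and is one-sided. Between vehicle-treated males and females the tSNR was 1.32 (exact permutation p = 0.0397, adjusted p = 0.0595). In the leave-one-out fits the permutation p was above 0.05 in 7 of 10, up to 0.0794. The tSNR ran in them from 1.199 without female vehicle replicate 2 to 1.74 without female vehicle replicate 1. Restricted to the 500 most variable genes, the setting that moved it most, the tSNR was 1.60.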

The transcriptomic signal-to-noise ratio was above one (tSNR > 1), which supported a high overall divergence of transcriptomes between males and females (Figure S1D). The majority of the DEGs between the sexes in the colon were upregulated in males (Figure 1C and Figure S1C, Table S1). 

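Between vehicle-treated males and females, 29 genes were DEGs, 23 of them (79.3%) higher in males and 6 higher in females. Of these genes 10 lie on the X or Y chromosome and 19 elsewhere, and 3035 of the 16261 tested genes had an unadjusted p under 0.05. *Gm28588* (ENSMUSG00000101036, chromosome Y from 841783 to 847750), an antisense transcript, had no counts in any female library and at least 81 counts in each vehicle-treated male. This is at least 25.4-fold higher in males, at adjusted p = 2.15e-08. *Flna* (ENSMUSG00000031328, chromosome X from 74223461 to 74249820) was also a DEG, with 21.1 ± 37.1 FPKM in males and 2.42 ± 0.949 in females (SD, n = 5), a log2 fold change of 2.98, a standard error of 0.64 and adjusted p = 0.0456. For this gene male vehicle replicate 1 lay apart from its group at 9.57 log2 CPM against a median of 5.49, and female vehicle replicate 1 lay apart from its group at 5.29 log2 CPM against a median of 4.33. In 5 of the 10 leave-one-out fits *Flna* was a DEG, and without male vehicle replicate 1 its adjusted p was 0.421. With the settings of DESeq2, with edgeR on the compared libraries, with the mesenchyme covariate and with the replicate block it was not a DEG. The number of DEGs moved most with DESeq2 on all libraries, which gave 476, and it was 12 with the replicate number as a block and 7 with the mesenchyme score as a covariate, none of the 7 outside the X and Y chromosomes. Leaving out female vehicle replicate 1 gave 1047 DEGs, and leaving out female vehicle replicate 2 gave 8. Of the 29 DEGs, 14 are in the paper's Table S1, and all 98 tested genes of that table had the same direction here.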

Overall, the DEGs that differed between the sexes were enriched for functions and pathways related to cell proliferation, cell migration, and oxidation-reduction process (Figure 1D).

### 2.2. AOM/DSS Treatment Induces an Immune and Inflammatory Response in Both Sexes

To investigate how AOM/DSS-induced colitis affects the mouse colon epithelial transcriptome after 9 and 15 weeks of treatment, we compared the colon epithelial gene expression of vehicle-treated mice to AOM/DSS-treated mice. We found a clear separation between vehicle- and AOM/DSS-treated mice by PCA (both sexes) and identified a high transcriptomic divergence (tSNR > 1) (Figure 1B and Figure S1D). 

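In the principal component analysis, the centres of the vehicle-treated and the 9-week AOM/DSS libraries lay 30.8 (exact permutation p = 0.00794, adjusted p = 0.0429) apart in males, the smallest p that 5 against 5 libraries allow, and 26.1 (exact permutation p = 0.0238, adjusted p = 0.0429) apart in females. The tSNR between these groups was 1.61 (exact permutation p = 0.00794, adjusted p = 0.0238) in males and 1.35 (exact permutation p = 0.0238, adjusted p = 0.0429) in females. In males the distance ran from 28.8 without male 9-week replicate 2 to 33.0 without male 9-week replicate 5 in the leave-one-out fits, and the tSNR from 1.53 without male 9-week replicate 3 to 1.79 without male vehicle replicate 1. In females the distance ran from 23.6 without female 9-week replicate 4 to 32.2 without female 9-week replicate 5, and the tSNR from 1.24 without female 9-week replicate 4 to 1.88 without female 9-week replicate 5. In females, 5 of the 10 leave-one-out fits left p above 0.05 for each measure. On the first component, female 9-week replicate 5 lay apart from its group at 25.8 against a group median of -6.89.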

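In males at 9 weeks, 719 genes were DEGs upward and 469 downward, and in females 393 upward and 78 downward. FPKM values of the genes with the largest changes among those without overlap between the libraries of the groups are given as mean ± SD (n = 5). In males *Irg1* (ENSMUSG00000022126, chromosome 14 from 103046977 to 103056573) rose from 0.00751 ± 0.0168 to 3.33 ± 3.04 (log2 fold change 7.86, standard error 1.43, adjusted p = 0.000768). *Cxcl3* (ENSMUSG00000029379, chromosome 5 from 90786103 to 90789600) had at most 1 count per vehicle-treated male and 7 to 120 counts at 9 weeks, at least 20.0-fold more (adjusted p = 0.000610). *Fxyd4* (ENSMUSG00000004988, chromosome 6 from 117933729 to 117937335) fell in males from 19.8 ± 16.6 to 1.41 ± 1.01 (log2 fold change -3.79, standard error 1.14, adjusted p = 0.0327), and male vehicle replicate 1 lay apart from its group at 6.62 log2 CPM against a median of 4.83. *Fxyd4* lost its DEG status in males at 9 weeks with the replicate number as a block (adjusted p = 0.0612). *Fxyd4* was a DEG in males at 9 weeks in 5 of the 10 leave-one-out fits, and the adjusted p rose to 0.0991 without male vehicle replicate 1. *Bex4* (ENSMUSG00000047844, chromosome X from 136138996 to 136140443) fell from 2.90 ± 1.24 to 0.187 ± 0.122 (log2 fold change -3.62, standard error 0.66, adjusted p = 0.000711), where male vehicle replicate 1 lay apart from its group at 0.12 log2 CPM against a median of 1.90. In females *Cxcl2* (ENSMUSG00000058427, chromosome 5 from 90903871 to 90905938) had no counts with vehicle and 2 to 1442 at 9 weeks, at least 96.7-fold more (adjusted p = 0.00189). *S100a9* (ENSMUSG00000056071, chromosome 3 from 90692632 to 90695721) was at least 98.2-fold higher in females at 9 weeks, with 2 to 1288 counts (adjusted p = 0.00319). *Pcdh17* (ENSMUSG00000035566, chromosome 14 from 84443563 to 84537060) fell in females from 1.62 ± 0.647 to 0.280 ± 0.124 (log2 fold change -2.60, standard error 0.42, adjusted p = 0.000505), and female vehicle replicate 1 lay apart from its group at 3.01 log2 CPM against a median of 4.50. *Gm7420* (ENSMUSG00000089975, chromosome 5 from 29217724 to 29218565), a transcribed pseudogene, fell from 1.01 ± 0.216 to 0.294 ± 0.133 (log2 fold change -1.93, standard error 0.40, adjusted p = 0.00506). *Gm7420* was a DEG in females at 9 weeks in 7 of the 10 leave-one-out fits, and fell under the FPKM minimum in the rest, for example without female vehicle replicate 4 (adjusted p = 0.0184). The paper's Table S2 holds 1060 of the DEGs found here in males and 438 of those found in females. All 1626 tested genes of that table for males, and all 704 for females, changed in the same direction here.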

The volcano plots illustrate the DEGs per sex and time point, and the Venn diagrams show the overlap between sexes (Figure 1E,F and Figure S1C, and Tables S2 and S3). We note that a majority of the genes that responded to treatment in females also did so in males (458 of 728 or 63% at 9 weeks; 79 out of 110 or 72% at 15 weeks). 

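At 9 weeks, 313 genes were DEGs in both sexes, 66.5% of the female DEGs, with 272 up in both and 41 down in both. At 15 weeks, 15 genes were DEGs in both sexes, 93.8% of the female DEGs, with 13 up and 2 down. No gene was a DEG in opposite directions in the sexes at either time. With edgeR on the compared libraries 195 genes were shared at 9 weeks and 0 at 15 weeks, with the mesenchyme score as a covariate 1.6e+02 (rounded) were shared at 9 weeks and 21 at 15 weeks, and with DESeq2 on all libraries 64 were shared at 15 weeks. The shared number at 9 weeks ran from 186 without female 9-week replicate 4 to 491 without female 9-week replicate 5, and that at 15 weeks from 2 without female vehicle replicate 3 to 29 without female 15-week replicate 1.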

Biological process (BP) enrichment analysis revealed that, at both time points, the genes responding to treatment in both sexes were involved in immune and inflammatory responses, regulation of cell proliferation, and response to lipopolysaccharide and interferon gamma (Figure 1G). In addition, at 9 weeks, apoptosis, response to bacterium, cellular response to TNF and interleukin-1, and positive regulation of NFκB signaling were enriched in both sexes (Figure 1G). This demonstrates expected changes and validates the methodological setup.

### 2.3. The Transcriptomic Response to Colitis Differs between Males and Females

We have previously identified that females presented a significant increase in colonic crypt cell proliferation after 9 weeks of AOM/DSS treatment, which was not seen in males (Figure 2A and [14]). Males, on the other hand, presented a significantly stronger increase of the pro-inflammatory cytokines *Tnfα*, *Il6*, and *Il1b* (Figure 2B). In order to comprehensively identify the general pattern of sex differences during this more acute phase of colitis (9 weeks after initiation of DSS treatment, and shortly after the final DSS cycle), we focused on the corresponding transcriptomes at this time point. The PCA plot shows that the separation between the sexes had decreased compared to their non-inflamed baseline level (vehicle-treated, Figure 1A), plausibly because of the common response to colitis in both sexes (Figure 1F, top). 

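At 9 weeks of AOM/DSS the centres of the male and female libraries lay 11.9 (exact permutation p = 0.135, adjusted p = 0.135) apart on the first 2 components. The tSNR between the sexes at this time was 0.892 (exact permutation p = 0.0873, adjusted p = 0.0873), and on the 500 most variable genes it was 1.16 (exact permutation p = 0.0159). Leave-one-out distances ran from 4.56 without female 9-week replicate 5 to 15.4 without female 9-week replicate 1, and the tSNR from 0.877 without male 9-week replicate 3 to 1.02 without female 9-week replicate 1. Whether the distance between the sexes changed from the vehicle-treated groups was not tested.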

Still, when compared to respective vehicle-treatment within the sexes, male AOM/DSS-treated colon displayed a stronger response to the induction of colitis (1679 DEGs) compared to female (723 DEGs) (Figure 1E,F top, Figure S1C, Table S2) and more genes (1221) were uniquely regulated in males, compared to in females (225 genes, Figure 1E, top panel). 

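At 9 weeks 1188 genes were DEGs in males and 471 in females. The interaction of sex and treatment, which tests each gene for a difference between the male and female responses, passed for 0 genes, with 1205 genes at an unadjusted p under 0.05. Of the DEGs, 875 were found in males and not in females, with a median change of 0.77 log2 units in males and 0.31 in females, and 777 of them moved in the same direction in females. The remaining 33.5% of the female DEGs were not DEGs in males, with medians of 1.43 in females and 0.63 in males, and 97.5% of them moved in the same direction in males. Within these sets 248 and 28 genes had an interaction p under 0.05, and 14 and 0 passed when adjusted over the set alone, which is not independent evidence because the sets were chosen on these libraries. The female number moved most with the mesenchyme score as a covariate, which gave 176 DEGs beside 1346 in males. It was 1030 without female 9-week replicate 5 and 232 without female 9-week replicate 4, while the male number was 769 without male 9-week replicate 2. Among 100 splits of the libraries by sex that kept the treatments, the real one among them, the absolute difference in the number of DEGs between the 2 groups was at least as large as that between males and females in 17, with a median difference of 293.

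**Figure D1:**
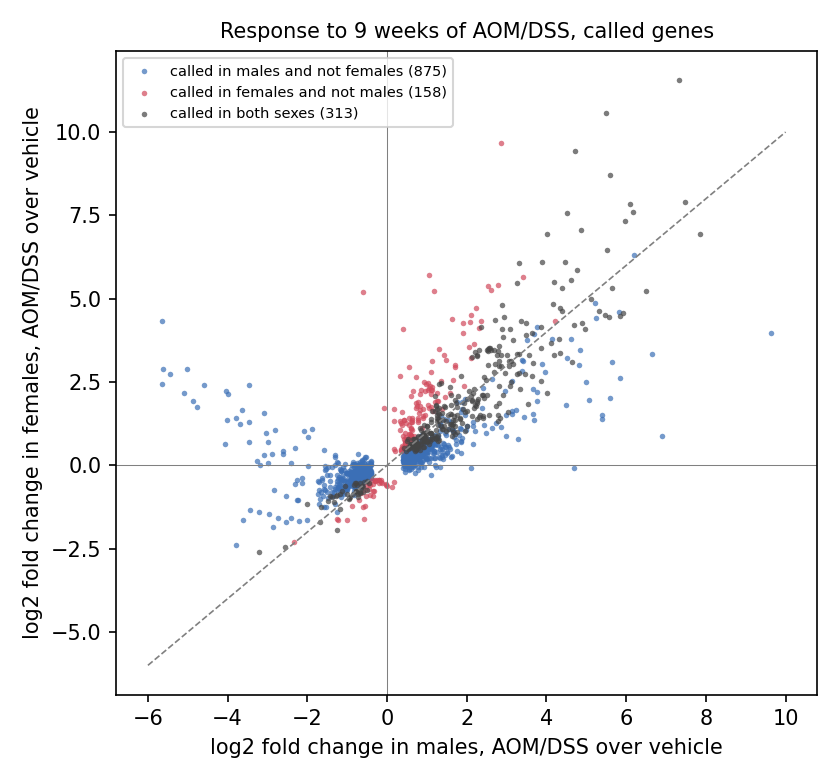
Log2 fold change of AOM/DSS at 9 weeks against vehicle in females (vertical axis) and in males (horizontal axis) for each gene that was a DEG in at least 1 sex, coloured as DEG in males and not in females (875), in females and not in males or in both (313). Most points lie in the quadrants where both sexes moved in the same direction.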

The male-specific gene regulations were primarily involved in metabolic processes, hormone signaling (mostly downregulated), response to hypoxia, positive regulation of NFκB (mostly upregulated), and circadian rhythm (Figure 2C,E, left panels). Fourteen male-specific DEGs were involved in the circadian rhythm, including a downregulation of the nuclear receptor *Rev-erbα* (*Nr1d1*) and upregulation of the core clock genes *Cry1* and *Arntl2* (Figure 2E). 

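Of 14 genes read by eye from the circadian part of Figure 2E, 10 were DEGs in males at 9 weeks, 7 up and 3 down, and 14 passed when adjusted over the list alone. In females 0 were DEGs, 6 had an unadjusted p under 0.05 and 3 passed over the list alone, and for the interaction with sex 0 were DEGs, with 4 at p under 0.05 and 2 over the list alone. The paper chose these genes on the same libraries, so the counts over the list alone are not independent evidence. *Nr1d1* (ENSMUSG00000020889, chromosome 11 from 98767932 to 98775333) had 54.3 ± 22.7 FPKM in vehicle-treated males and 19.5 ± 12.2 at 9 weeks (log2 fold change -1.48, standard error 0.38, adjusted p = 0.0126), and 25.2 ± 10.4 and 25.2 ± 9.11 in females (log2 fold change -0.055, standard error 0.37, adjusted p = 0.970). *Nr1d1* lost its DEG status in males at 9 weeks with edgeR on the compared libraries (adjusted p = 0.0550). *Nr1d1* changed sign in females at 9 weeks without female vehicle replicate 1, to 0.14, in 3 of the 10 leave-one-out fits. *Cry1* (ENSMUSG00000020038, chromosome 10 from 85131702 to 85185054) went from 2.80 ± 0.893 to 5.97 ± 2.23 in males (log2 fold change 1.103, standard error 0.28, adjusted p = 0.0139) and from 4.91 ± 0.872 to 4.29 ± 1.21 in females (log2 fold change -0.29, standard error 0.28, adjusted p = 0.676). *Arntl2* (ENSMUSG00000040187, chromosome 6 from 146796055 to 146833529) went from 0.439 ± 0.130 to 1.07 ± 0.217 in males (log2 fold change 1.35, standard error 0.31, adjusted p = 0.00576) and from 0.256 ± 0.0614 to 0.863 ± 0.334 in females (log2 fold change 1.47, standard error 0.31, adjusted p = 0.00580), where it stayed under the FPKM minimum and was a DEG without that minimum. *Arntl2* was a DEG in males at 9 weeks in 9 of the 10 leave-one-out fits, and fell under the FPKM minimum in the rest, for example without male 9-week replicate 1 (adjusted p = 0.0196). *Nfil3* (ENSMUSG00000056749, chromosome 13 from 52967209 to 52981073) went from 0.851 ± 0.727 to 3.69 ± 1.74 in males (log2 fold change 2.12, standard error 0.49, adjusted p = 0.00619) and from 2.77 ± 0.768 to 2.81 ± 1.42 in females (log2 fold change -0.074, standard error 0.46, adjusted p = 0.966), and female vehicle replicate 1 lay apart from its group at 2.07 log2 CPM against a median of 3.19. *Nfil3* changed sign in females at 9 weeks with the mesenchyme score as a covariate, to 0.37. *Nfil3* changed sign in females at 9 weeks without female 9-week replicate 2, to 0.086, in 2 of the 10 leave-one-out fits. The interaction was -1.43 (standard error 0.52, adjusted p = 0.621) for *Nr1d1*, 1.39 (standard error 0.40, adjusted p = 0.503) for *Cry1*, -0.12 (standard error 0.43, adjusted p = 0.966) for *Arntl2* and 2.19 (standard error 0.67, adjusted p = 0.574) for *Nfil3*. *Arntl2* changed sign in the interaction with the mesenchyme score as a covariate, to 0.40. Values are mean ± SD of 5 libraries, and the time of day at which the mice were killed is not given in the paper's text.

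**Figure D2:**
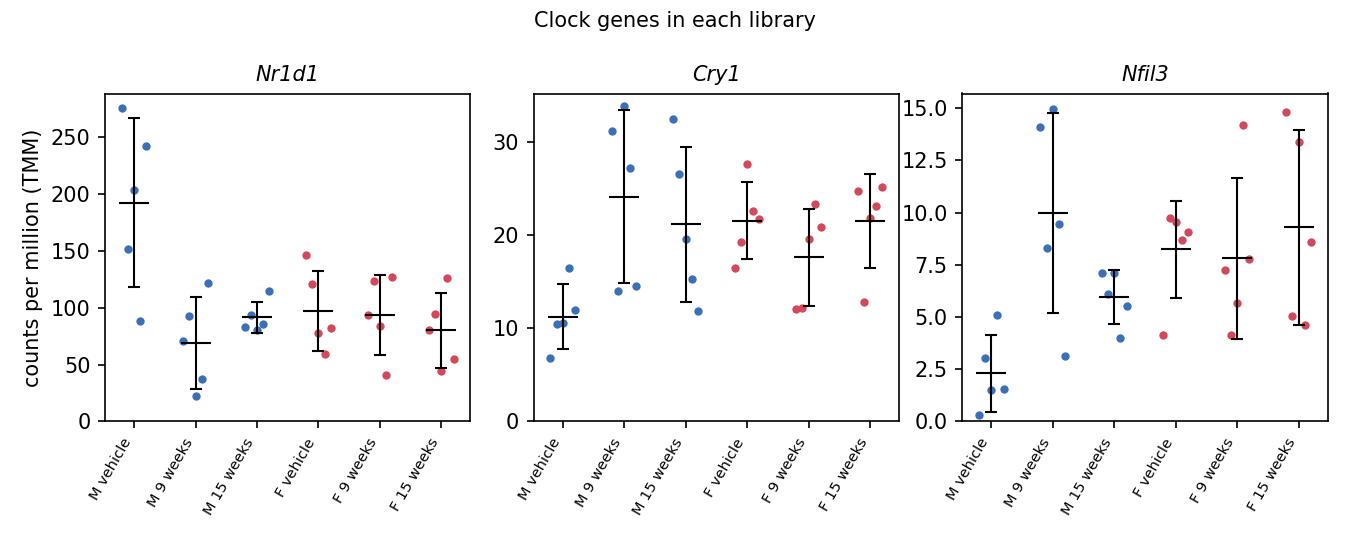
CPM (vertical axis, TMM-normalized) of *Nr1d1*, *Cry1* and *Nfil3* in each of the 30 libraries, by sex and treatment (horizontal axis), with 1 point per library and bars for the group mean ± SD. Vehicle-treated males lie highest for *Nr1d1* and lowest for *Cry1* and *Nfil3*.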

Interestingly, 11 male-specific DEGs were involved in hormone signaling, and most were downregulated (Figure 2E, left panel). These included several nuclear receptors in addition to *Rev-erbα*, namely *Rev-erbβ* (*Nr1d2)*, the mineralocorticoid receptor (*Nr3c2*), liver receptor homolog-1 (*Lrh1/Nr5a2*), the oxysterol receptor Lxrα (*Nr1h3*), constitutive and rostane receptor (*Car/Nr1i3*), estrogen receptor-related receptor gamma (*Esrrg*), and vitamin D receptor (*Vdr*). 

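Of the 10 nuclear receptors the paper names, 7 were DEGs in males at 9 weeks, 6 down and 1 up, and all 10 passed when adjusted over the list alone, which is not independent evidence because the paper chose them on these libraries. In females 0 were DEGs and 2 had an unadjusted p under 0.05, and the interaction with sex passed for 0, with 4 at p under 0.05. Changes below are log2 fold changes, and FPKM values are mean ± SD (n = 5). *Nr1d2* (ENSMUSG00000021775, chromosome 14 from 18204054 to 18239127) went from 21.8 ± 10.0 to 10.2 ± 5.09 FPKM in males (log2 fold change -1.10, standard error 0.30, adjusted p = 0.0177) and by -0.042 (standard error 0.29, adjusted p = 0.971) in females, with an interaction of -1.06 (standard error 0.41, adjusted p = 0.641). *Nr1d2* lost its DEG status in males at 9 weeks with edgeR on the compared libraries (adjusted p = 0.0929). *Nr1d2* was a DEG in males at 9 weeks in 7 of the 10 leave-one-out fits, and the adjusted p rose to 0.0673 without male vehicle replicate 1. *Nr1d2* changed sign in females at 9 weeks without female 9-week replicate 4, to 0.11, in 2 of the 10 leave-one-out fits. For this gene female 9-week replicate 4 lay apart from its group at 5.37 log2 CPM against a median of 6.36. *Nr3c2* (ENSMUSG00000031618, chromosome 8 from 76899442 to 77245012) went from 26.1 ± 5.94 to 17.5 ± 3.31 FPKM in males (log2 fold change -0.58, standard error 0.16, adjusted p = 0.0208) and by -0.19 (standard error 0.16, adjusted p = 0.605) in females, with an interaction of -0.39 (standard error 0.23, adjusted p = 0.717). *Nr3c2* was a DEG in males at 9 weeks in 6 of the 10 leave-one-out fits, and the adjusted p rose to 0.0764 without male vehicle replicate 1. Here female vehicle replicate 4 lay apart from its group at 7.01 log2 CPM against a median of 7.42. *Nr5a2* (ENSMUSG00000026398, chromosome 1 from 136842571 to 136960448) went from 11.7 ± 2.89 to 7.66 ± 0.616 FPKM in males (log2 fold change -0.58, standard error 0.17, adjusted p = 0.0323) and by -0.40 (standard error 0.17, adjusted p = 0.218) in females, with an interaction of -0.18 (standard error 0.24, adjusted p = 0.893). *Nr5a2* lost its DEG status in males at 9 weeks with edgeR on the compared libraries (adjusted p = 0.0551) and the replicate number as a block (adjusted p = 0.0563). *Nr5a2* was a DEG in males at 9 weeks in 3 of the 10 leave-one-out fits, and the adjusted p rose to 0.0837 without male vehicle replicate 3. For *Nr5a2* male vehicle replicate 1 lay apart from its group at 5.30 log2 CPM against a median of 6.23. *Nr1h3* (ENSMUSG00000002108, chromosome 2 from 91184061 to 91202834) went from 8.02 ± 1.59 to 5.51 ± 1.16 FPKM in males (log2 fold change -0.55, standard error 0.17, adjusted p = 0.0402) and by -0.16 (standard error 0.17, adjusted p = 0.716) in females, with an interaction of -0.39 (standard error 0.24, adjusted p = 0.730). *Nr1h3* lost its DEG status in males at 9 weeks with edgeR on the compared libraries (adjusted p = 0.0668) and no filter on low counts (adjusted p = 0.0658). *Nr1h3* was a DEG in males at 9 weeks in 2 of the 10 leave-one-out fits, and the adjusted p rose to 0.134 without male vehicle replicate 1. *Nr1h3* changed sign in females at 9 weeks without female vehicle replicate 1, to 0.0010. *Nr1i3* (ENSMUSG00000005677, chromosome 1 from 171213970 to 171220701) went from 3.10 ± 1.84 to 1.22 ± 0.575 FPKM in males (log2 fold change -1.39, standard error 0.48, adjusted p = 0.0613) and by -0.0010 (standard error 0.47, adjusted p = 1.00) in females, with an interaction of -1.39 (standard error 0.67, adjusted p = 0.668). *Nr1i3* became a DEG in males at 9 weeks with DESeq2 on all 30 libraries (adjusted p = 0.0275), DESeq2 on the compared libraries (adjusted p = 0.00132) and edgeR on the compared libraries (adjusted p = 0.0313). *Nr1i3* became a DEG in males at 9 weeks without male vehicle replicate 4 (adjusted p = 0.0355). In females the change of *Nr1i3* was so close to 0 that 7 other settings, 1 of them chosen after seeing the values, gave a positive value, up to 0.066 with the replicate number as a block, and it was 0.55 without female vehicle replicate 1. *Esrrg* (ENSMUSG00000026610, chromosome 1 from 187608791 to 188214885) went from 2.23 ± 0.758 to 0.996 ± 0.414 FPKM in males (log2 fold change -1.10, standard error 0.54, adjusted p = 0.196) and by -0.39 (standard error 0.54, adjusted p = 0.788) in females, with an interaction of -0.71 (standard error 0.75, adjusted p = 0.856). *Esrrg* became a DEG in males at 9 weeks with DESeq2 on the compared libraries (adjusted p = 0.00154) and edgeR on the compared libraries (adjusted p = 0.0296). *Vdr* (ENSMUSG00000022479, chromosome 15 from 97854425 to 97910630) went from 120.9 ± 30.2 to 83.4 ± 13.6 FPKM in males (log2 fold change -0.53, standard error 0.16, adjusted p = 0.0324) and by -0.46 (standard error 0.16, adjusted p = 0.0960) in females, with an interaction of -0.061 (standard error 0.22, adjusted p = 0.968). *Vdr* lost its DEG status in males at 9 weeks with edgeR on the compared libraries (adjusted p = 0.0743), no filter on low counts (adjusted p = 0.0554) and the replicate number as a block (adjusted p = 0.0579). *Vdr* was a DEG in males at 9 weeks in 4 of the 10 leave-one-out fits, and the adjusted p rose to 0.104 without male vehicle replicate 3. *Vdr* became a DEG in females at 9 weeks with DESeq2 on the compared libraries (adjusted p = 0.0473). *Vdr* became a DEG in females at 9 weeks without female 9-week replicate 5 (adjusted p = 0.0196). *Vdr* changed sign in the interaction without female 9-week replicate 5, to 0.068, in 3 of the 20 leave-one-out fits.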

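*Pparg* (ENSMUSG00000000440, chromosome 6 from 115361221 to 115490401) had 25.8 ± 7.65 FPKM in vehicle-treated males and 38.1 ± 4.15 at 9 weeks (mean ± SD, n = 5), a change of 0.56 (standard error 0.23, adjusted p = 0.118) on the log2 scale, and changed by 0.19 (standard error 0.23, adjusted p = 0.758) in females. Its interaction with sex was 0.38 (standard error 0.33, adjusted p = 0.824). *Pparg* became a DEG in males at 9 weeks with DESeq2 on the compared libraries (adjusted p = 0.0394). *Pparg* became a DEG in males at 9 weeks without male vehicle replicate 3 (adjusted p = 0.0409). *Pparg* changed sign in females at 9 weeks without female 9-week replicate 5, to -0.047. *Pparg* changed sign in the interaction with the mesenchyme score as a covariate, to -0.051. *Nr4a1* (ENSMUSG00000023034, chromosome 15 from 101266846 to 101274792) went from 1.53 ± 0.615 to 3.87 ± 1.84 FPKM in males (log2 fold change 1.32, standard error 0.35, adjusted p = 0.0157) and changed by -0.062 (standard error 0.34, adjusted p = 0.959) in females, with an interaction of 1.38 (standard error 0.49, adjusted p = 0.600). *Nr4a1* was a DEG in males at 9 weeks in 9 of the 10 leave-one-out fits, and the adjusted p rose to 0.0549 without male 9-week replicate 5. *Nr4a1* changed sign in females at 9 weeks without female vehicle replicate 4, to 0.17, in 3 of the 10 leave-one-out fits.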

Only two nuclear receptors were upregulated, namely peroxisome proliferator-activated receptor gamma (*Pparg*) and nerve growth factor IB (*Nur77/Nr4a1*). Nur77 is known to be expressed in macrophages and to play a role in inflammation. The female-specific pathways, on the other hand, were enriched for functions in angiogenesis, cell adhesion, cell differentiation, and response to oxidative stress (Figure 2C,E, right panels).

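Of the 22 genes shown for the female pathways in Figure 2E, 3 were DEGs in females at 9 weeks, all up, while 21 had an unadjusted p under 0.05 and 21 passed when adjusted over the list alone. In males 1 was a DEG, downward, with 6 at p under 0.05, and the interaction passed for 0, with 8 at p under 0.05. These genes were picked by the paper on the same libraries, so the count over the list alone is not independent evidence. *Elk3* (ENSMUSG00000008398, chromosome 10 from 93247414 to 93311135) went from 0.467 ± 0.218 to 1.47 ± 0.470 FPKM in females (log2 fold change 1.42, standard error 0.38, adjusted p = 0.0276) and changed by 0.63 (standard error 0.37, adjusted p = 0.300) in males, with an interaction of -0.79 (standard error 0.52, adjusted p = 0.748). *Elk3* lost its DEG status in females at 9 weeks with the mesenchyme score as a covariate (adjusted p = 0.180). *Elk3* was a DEG in females at 9 weeks in 3 of the 10 leave-one-out fits, and the adjusted p rose to 0.0913 without female vehicle replicate 3. *Elk3* became a DEG in males at 9 weeks with the mesenchyme score as a covariate (adjusted p = 0.00138). *Elk3* changed sign in the interaction with the mesenchyme score as a covariate, to 0.37. *Ets1* (ENSMUSG00000032035, chromosome 9 from 32636221 to 32757820) went from 0.693 ± 0.200 to 1.82 ± 0.897 FPKM in females (log2 fold change 1.29, standard error 0.34, adjusted p = 0.0239) and changed by 0.62 (standard error 0.33, adjusted p = 0.244) in males, with an interaction of -0.67 (standard error 0.47, adjusted p = 0.760). *Ets1* lost its DEG status in females at 9 weeks with edgeR on the compared libraries (adjusted p = 0.0686) and the mesenchyme score as a covariate (adjusted p = 0.296). *Ets1* was a DEG in females at 9 weeks in 3 of the 10 leave-one-out fits, and the adjusted p rose to 0.111 without female 9-week replicate 1. *Ets1* changed sign in the interaction with the mesenchyme score as a covariate, to 0.023. *Sh3pxd2b* (ENSMUSG00000040711, chromosome 11 from 32347820 to 32428173) went from 1.02 ± 0.101 to 1.83 ± 0.565 FPKM in females (log2 fold change 0.73, standard error 0.19, adjusted p = 0.0210) and changed by 0.46 (standard error 0.18, adjusted p = 0.113) in males, with an interaction of -0.27 (standard error 0.26, adjusted p = 0.840). *Sh3pxd2b* lost its DEG status in females at 9 weeks with edgeR on the compared libraries (adjusted p = 0.0662) and the mesenchyme score as a covariate (adjusted p = 0.256). *Sh3pxd2b* was a DEG in females at 9 weeks in 6 of the 10 leave-one-out fits, and the adjusted p rose to 0.0979 without female 9-week replicate 4. *Sh3pxd2b* became a DEG in males at 9 weeks with the mesenchyme score as a covariate (adjusted p = 0.0296). *Sh3pxd2b* became a DEG in males at 9 weeks without male vehicle replicate 1 (adjusted p = 0.00432). *Sh3pxd2b* changed sign in the interaction with the mesenchyme score as a covariate, to 0.088. *Sh3pxd2b* changed sign in the interaction without male vehicle replicate 1, to 0.0010. Here male vehicle replicate 1 lay apart from its group at 4.54 log2 CPM against a median of 3.55. *Flna*, whose vehicle values are given above, reached 5.37 ± 1.85 FPKM in females (log2 fold change 1.099, standard error 0.60, adjusted p = 0.370) and 5.33 ± 1.19 in males (log2 fold change -1.88, standard error 0.61, adjusted p = 0.0467), with an interaction of -2.98 (standard error 0.85, adjusted p = 0.503). *Flna* became a DEG in females at 9 weeks with DESeq2 on the compared libraries (adjusted p = 0.00792). *Flna* changed sign in females at 9 weeks with the mesenchyme score as a covariate, to -0.24. *Flna* lost its DEG status in males at 9 weeks with DESeq2 on all 30 libraries, DESeq2 on the compared libraries, edgeR on the compared libraries (adjusted p = 0.196), no filter on low counts (adjusted p = 0.0606), the mesenchyme score as a covariate (adjusted p = 0.338) and the replicate number as a block (adjusted p = 0.234). *Flna* was a DEG in males at 9 weeks in 4 of the 10 leave-one-out fits, and the adjusted p rose to 0.682 without male vehicle replicate 1. *Flna* changed sign in males at 9 weeks without male vehicle replicate 1, to 0.27. In females female 9-week replicate 5 lay apart from its group at 4.37 log2 CPM against a median of 5.85. *Bmp4* (ENSMUSG00000021835, chromosome 14 from 46383520 to 46390669) went from 0.508 ± 0.417 to 1.53 ± 0.686 FPKM in females (log2 fold change 1.42, standard error 0.61, adjusted p = 0.215) and changed by -0.80 (standard error 0.58, adjusted p = 0.421) in males, with an interaction of -2.21 (standard error 0.84, adjusted p = 0.637). *Bmp4* became a DEG in females at 9 weeks with DESeq2 on the compared libraries (adjusted p = 0.0452). In *Bmp4* female 9-week replicate 5 lay apart from its group at 0.62 log2 CPM against a median of 2.29. *Axl* (ENSMUSG00000002602, chromosome 7 from 25757273 to 25788705) went from 0.418 ± 0.373 to 1.43 ± 0.766 FPKM in females (log2 fold change 1.71, standard error 0.65, adjusted p = 0.148) and changed by -0.74 (standard error 0.62, adjusted p = 0.484) in males, with an interaction of -2.45 (standard error 0.89, adjusted p = 0.617). *Axl* became a DEG in females at 9 weeks with DESeq2 on the compared libraries (adjusted p = 0.0443). *Axl* became a DEG in females at 9 weeks without female vehicle replicate 1 (adjusted p = 0.0339). *Axl* changed sign in males at 9 weeks with the mesenchyme score as a covariate, to 0.24. *Axl* changed sign in males at 9 weeks without male vehicle replicate 1, to 0.25. In *Axl* female 9-week replicate 5 lay apart from its group at 0.62 log2 CPM against a median of 3.18. The 3 DEGs all lost their status with the mesenchyme score as a covariate. That score itself rose by 1.84 in females at 9 weeks, so the loss does not show that these changes came with connective tissue.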

To predict which transcription factors were responsible for the noted sex-dependent gene regulation, we performed Binding Analysis for Regulation of Transcription (BART) analysis on the sex-specific DEGs. Interestingly, the top-10 transcription factors for male-specific DEGs included Stat3, a protein that is activated in response to various cytokines (including Il6), and two lysine demethylases (Kdm4a and Kdm6a) (Figure 2D). The predicted female-specific transcription factors included glucocorticoid receptor (Gr, Nr3c1), a key regulator of inflammatory responses, and two AP-1 family members, namely Jund and Junb (Figure 2D).

We have previously described sex differences in the colon during HFD [12], and that data set was simultaneously analyzed using BART here. Similarly, the HFD male-specific genes were also predicted to be regulated by Stat3 and the female-specific DEGs were predicted to be regulated by Gr (Nr3c1) (Figure S2A). Also, Cebpa and Cebpb, with important functions in regulation of Gr activity, were indicated in females. 

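For the 1221 genes that the paper lists as male-specific at 9 weeks, 1181 were tested here, with a median change of 0.70 log2 units in males and 0.29 in females in the same direction, and 1042 (88.2%) moved the same way in females. An interaction p under 0.05 was found for 242 of them, and 0 passed when adjusted over the list alone or over all genes. For the 265 genes listed as female-specific, 259 were tested, with a median change of 1.24 in females and 0.44 in males, and 217 (83.8%) moved the same way in males. Of these, 59 had an interaction p under 0.05, 2 passed over the list alone, which is not independent evidence, and 0 passed over all genes. The paper states that the response at 9 weeks was sex-specific and stronger in males.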

In conclusion, we found a sex-specific response to 9 weeks of AOM/DSS treatment, with males displaying a stronger transcriptomic response to the induction of colitis. Stat3 was indicated as a strong transcriptional activator in males, while Gr transcriptional targets were prominent among female-regulated genes.

### 2.4. Males Exhibit Stronger Long-Term Inflammatory Response during Tumor Development

After 15 weeks of AOM/DSS treatment, males had developed significantly larger tumors compared to females (Figure 3A, based on previously reported data [14]). 

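At 15 weeks of AOM/DSS the centres of the male and female libraries lay 18.4 (exact permutation p = 0.0159, adjusted p = 0.0429) apart on the first 2 components, and the tSNR was 1.096 (exact permutation p = 0.0238, adjusted p = 0.0429). The distance ran from 16.3 without female 15-week replicate 1 to 22.1 without female 15-week replicate 5 in the leave-one-out fits, with p from 0.0159 to 0.0397. The tSNR ran from 1.05 without female 15-week replicate 4 to 1.26 without male 15-week replicate 1, with a permutation p above 0.05 in 4 of the 10 fits.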

In the colon epithelial transcriptome (not tumor), the separation between sexes was evident at this time point. The difference between vehicle-treated and AOM/DSS-treated mice was clearer and larger at the 15-week time point compared to the 9-week time point (Figure 2B). 

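At 15 weeks the distance from the vehicle-treated libraries was 23.0 (exact permutation p = 0.0159, adjusted p = 0.0429) in males and 15.6 (exact permutation p = 0.0794, adjusted p = 0.0893) in females, in both sexes smaller than at 9 weeks. The tSNR was 1.37 (exact permutation p = 0.00794, adjusted p = 0.0238) in males and 0.954 (exact permutation p = 0.0873, adjusted p = 0.0873) in females. Whether these distances differ between the time points was not tested. Without single libraries the male distance ran from 16.5 without male vehicle replicate 1 to 26.1 without male vehicle replicate 3 and the female distance from 13.9 without female 15-week replicate 2 to 17.6 without female vehicle replicate 2, with a permutation p under 0.05 in 3 of the 10 female fits. The tSNR ran from 1.31 without male vehicle replicate 5 to 1.498 without male vehicle replicate 4 in males and from 0.915 without female vehicle replicate 5 to 1.07 without female 15-week replicate 5 in females. On log2 CPM the female distance at 15 weeks was 29.0 (exact permutation p = 0.0397).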

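At 15 weeks 711 genes were DEGs upward and 740 downward in males (49.0% up), and 14 upward and 2 downward in females (87.5% up). FPKM values are mean ± SD (n = 5). *Defa24* (ENSMUSG00000064213, chromosome 8 from 21734494 to 21735471) had no counts in vehicle-treated males and 2 to 1077 at 15 weeks, at least 73.3-fold more (adjusted p = 0.0158). *Defa24* was a DEG in 9 of the 10 leave-one-out fits, and the adjusted p rose to 0.0811 without male 15-week replicate 5. *Gm15284* (ENSMUSG00000074444, chromosome 8 from 21134642 to 21135598) was at least 20.3-fold higher in males at 15 weeks, with 1 to 263 counts (adjusted p = 0.0141). *Gm15284* was a DEG in 9 of the 10 leave-one-out fits, and the adjusted p rose to 0.0629 without male 15-week replicate 5. *Casq2* (ENSMUSG00000027861, chromosome 3 from 102086415 to 102146514) fell in males from 1.57 ± 2.27 to 0.0367 ± 0.0508 (log2 fold change -4.64, standard error 1.01, adjusted p = 0.00486). *Casq2* lost its DEG status with edgeR on the compared libraries (adjusted p = 0.0536) and the mesenchyme score as a covariate (adjusted p = 0.131). *Casq2* was a DEG in 9 of the 10 leave-one-out fits, and fell under the FPKM minimum in the rest, for example without male vehicle replicate 1 (adjusted p = 0.0354). *Tnxb* (ENSMUSG00000033327, chromosome 17 from 34670535 to 34719815) fell from 1.52 ± 2.39 to 0.0492 ± 0.0559 (log2 fold change -4.54, standard error 1.18, adjusted p = 0.0131). *Tnxb* lost its DEG status with edgeR on the compared libraries (adjusted p = 0.0733) and the mesenchyme score as a covariate (adjusted p = 0.407). *Tnxb* was a DEG in 9 of the 10 leave-one-out fits, and the adjusted p rose to 0.0978 without male vehicle replicate 1. In females *H2-DMb1* (ENSMUSG00000079547, chromosome 17 from 34153072 to 34160230) rose from 1.04 ± 0.396 to 12.5 ± 8.50 (log2 fold change 3.51, standard error 0.58, adjusted p = 0.00736). *H2-DMb1* lost its DEG status with edgeR on the compared libraries (adjusted p = 0.0733). *H2-DMb1* was a DEG in 9 of the 10 leave-one-out fits, and the adjusted p rose to 0.0566 without female vehicle replicate 3. *H2-Ab1* (ENSMUSG00000073421, chromosome 17 from 34263209 to 34269418) rose from 9.24 ± 5.58 to 79.7 ± 54.5 (log2 fold change 3.21, standard error 0.57, adjusted p = 0.0114). *H2-Ab1* lost its DEG status with edgeR on the compared libraries (adjusted p = 0.0826) and the replicate number as a block (adjusted p = 0.0528). *H2-Ab1* was a DEG in 7 of the 10 leave-one-out fits, and the adjusted p rose to 0.0566 without female vehicle replicate 3. *Rin3* (ENSMUSG00000044456, chromosome 12 from 102283048 to 102390855) fell from 1.61 ± 0.294 to 0.746 ± 0.251 (log2 fold change -1.03, standard error 0.19, adjusted p = 0.0148). *Rin3* lost its DEG status with edgeR on the compared libraries (adjusted p = 0.103). *Rin3* was a DEG in 6 of the 10 leave-one-out fits, and the adjusted p rose to 0.0609 without female vehicle replicate 3. The paper's Table S3 holds 970 of the male DEGs found here and all 16 female ones, and 1119 of its 1134 tested male genes and all 108 tested female genes had the same direction here.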

In males, up- and downregulated genes were equally distributed, while in females, most genes were upregulated (Figure 1D and Figure S1C). Again, males displayed a stronger transcriptomic response to treatment, with 1165 DEGs identified compared to 110 in females (Figure 1E and Figure S1C, Table S3), with few gene regulations being unique to females (39 genes, Figure 1E). 

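At 15 weeks 1451 genes were DEGs in males and 16 in females, and 1436 were DEGs in males and not in females, against 1 in females and not in males. The genes of the male set had a median change of 0.76 log2 units in males and 0.29 in females, and 1335 of them moved the same way in females. The interaction of sex and treatment at 15 weeks passed for 0 genes, with 1245 at an unadjusted p under 0.05, 448 of them in the male set, where 1 passed when adjusted over the set alone. With edgeR on the compared libraries the numbers were 181 in males and 0 in females, and with DESeq2 on all libraries 1772 and 83. Leaving out 1 of the compared libraries moved the male number from 615 without male vehicle replicate 1 to 1954 without male vehicle replicate 4. The female number moved from 2 without female vehicle replicate 3 to 32 without female 15-week replicate 1. Over 100 splits of the same kind at 15 weeks, the real one among them, the absolute difference in the number of DEGs between the 2 groups was at least as large as that between males and females in 17, with a median difference of 667. Of the genes the paper lists as male-specific at 15 weeks, 1065 were tested, with medians of 0.80 in males and 0.30 in females, 989 (92.9%) in the same direction, and 0 of 329 with an interaction p under 0.05 passed over the list alone. Of the 39 listed as female-specific, 34 (87.2%) moved the same way in males, and 4 of 11 with an interaction p under 0.05 passed over the list alone, which is not independent evidence.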

Similar to the more acute state of colitis (9 weeks), the male-specific pathways during the more chronic state of colitis (15 weeks) were involved in circadian rhythm and positive regulation of NFκB, but also in the apoptotic process and the innate immune response (Figure 3B,C). Fourteen male-specific DEGs were involved in circadian rhythm, with six of these genes also found at 9 weeks (including downregulation of *Rev-erbα* and upregulation of *Cry1*, Figure 3C,D). 

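Of 7 clock genes the paper names for males, 4 were DEGs in males at 15 weeks, 3 down and 1 up, and 6 passed when adjusted over the list alone, while in females 0 were DEGs and 1 had an unadjusted p under 0.05. *Nr1d1* had 21.6 ± 4.39 FPKM in males at 15 weeks (log2 fold change -1.07, standard error 0.37, adjusted p = 0.0513) and 18.9 ± 7.57 in females (log2 fold change -0.28, standard error 0.37, adjusted p = 0.792), with an interaction of -0.79 (standard error 0.52, adjusted p = 0.777). *Nr1d1* became a DEG with DESeq2 on all 30 libraries (adjusted p = 0.0258) and DESeq2 on the compared libraries (adjusted p = 0.00257). *Nr1d1* became a DEG without male vehicle replicate 4 (adjusted p = 0.0211), in 2 of the 10 leave-one-out fits. *Cry1* had 4.53 ± 1.76 FPKM in males at 15 weeks (log2 fold change 0.91, standard error 0.28, adjusted p = 0.0323) and 4.83 ± 1.68 in females (log2 fold change 0.0010, standard error 0.28, adjusted p = 0.999), with an interaction of 0.91 (standard error 0.40, adjusted p = 0.581). *Cry1* lost its DEG status in males at 15 weeks with edgeR on the compared libraries (adjusted p = 0.103) and the mesenchyme score as a covariate (adjusted p = 0.168). *Cry1* was a DEG in males at 15 weeks in 4 of the 10 leave-one-out fits, and the adjusted p rose to 0.112 without male 15-week replicate 1. In *Cry1* female 15-week replicate 2 lay apart from its group at 3.69 log2 CPM against a median of 4.53. *Cry1* changed sign in females at 15 weeks with the replicate number as a block, to -0.0060. *Cry1* changed sign in females at 15 weeks without female vehicle replicate 1, to -0.082, in 6 of the 10 leave-one-out fits. The positions of both genes and their vehicle values are given at the 9-week results.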

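Changes are log2 fold changes against vehicle, and FPKM values are mean ± SD (n = 5). *Cry2* (ENSMUSG00000068742, chromosome 2 from 92403646 to 92434043) went from 9.94 ± 4.34 to 4.86 ± 1.22 FPKM in males at 15 weeks (log2 fold change -0.80, standard error 0.28, adjusted p = 0.0490) and changed by -0.52 (standard error 0.27, adjusted p = 0.242) at 9 weeks, and by -0.41 (standard error 0.27, adjusted p = 0.585) in females at 15 weeks, with an interaction of -0.39 (standard error 0.39, adjusted p = 0.886) at 15 weeks. *Cry2* lost its DEG status in males at 15 weeks with edgeR on the compared libraries (adjusted p = 0.111), DESeq2 size factors in edgeR (adjusted p = 0.0533), no filter on low counts (adjusted p = 0.0707), the mesenchyme score as a covariate (adjusted p = 0.276) and the replicate number as a block (adjusted p = 0.0593). *Cry2* was a DEG in males at 15 weeks in 2 of the 10 leave-one-out fits, and the adjusted p rose to 0.202 without male vehicle replicate 1. *Per2* (ENSMUSG00000055866, chromosome 1 from 91415982 to 91459324) went from 6.40 ± 2.78 to 1.94 ± 0.508 FPKM in males at 15 weeks (log2 fold change -1.47, standard error 0.54, adjusted p = 0.0654) and changed by -0.42 (standard error 0.53, adjusted p = 0.671) at 9 weeks, and by -0.032 (standard error 0.53, adjusted p = 0.988) in females at 15 weeks, with an interaction of -1.44 (standard error 0.76, adjusted p = 0.682) at 15 weeks. *Per2* became a DEG in males at 15 weeks with DESeq2 on all 30 libraries (adjusted p = 0.0456), DESeq2 on the compared libraries (adjusted p = 0.000235) and edgeR on the compared libraries (adjusted p = 0.0459). *Per2* became a DEG in males at 15 weeks without male vehicle replicate 4 (adjusted p = 0.0455). *Per2* changed sign in females at 15 weeks with the mesenchyme score as a covariate, to 0.10. *Per2* changed sign in females at 15 weeks with the replicate number as a block, to 0.037. *Per2* changed sign in females at 15 weeks without female vehicle replicate 1, to 0.59, in 3 of the 10 leave-one-out fits. *Per3* (ENSMUSG00000028957, chromosome 4 from 151003652 to 151044665) went from 10.9 ± 8.19 to 2.00 ± 0.731 FPKM in males at 15 weeks (log2 fold change -2.21, standard error 0.51, adjusted p = 0.00658) and changed by -1.54 (standard error 0.49, adjusted p = 0.0450) at 9 weeks, and by -0.23 (standard error 0.49, adjusted p = 0.874) in females at 15 weeks, with an interaction of -1.98 (standard error 0.69, adjusted p = 0.488) at 15 weeks. *Per3* lost its DEG status in males at 15 weeks with edgeR on the compared libraries (adjusted p = 0.0531) and the mesenchyme score as a covariate (adjusted p = 0.0977). *Per3* lost its DEG status in males at 9 weeks with DESeq2 on the compared libraries (adjusted p = 0.0832), edgeR on the compared libraries (adjusted p = 0.118), no filter on low counts (adjusted p = 0.0569), the mesenchyme score as a covariate (adjusted p = 0.0599) and the replicate number as a block (adjusted p = 0.0860). *Per3* was a DEG in males at 9 weeks in 4 of the 10 leave-one-out fits, and the adjusted p rose to 0.192 without male vehicle replicate 1. *Per3* changed sign in females at 15 weeks without female vehicle replicate 1, to 0.15.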

Specific for the 15-week time point were downregulations of the core clock genes *Cry2*, *Per2*, and *Per3*, as well as the circadian-related gene RAR-related orphan receptor C (*Rorc*) (Figure 3C). The BART analysis again predicted Stat3 and two lysine demethylases (Kdm5a and Kdm6a) to be partially responsible for the male-specific DEGs, but also the nuclear receptors Pparg and Vdr (Figure 3E). Interestingly, when we compared the male-specific response to AOM/DSS treatment (9 and 15 weeks) with the previous analysis of male-specific response to HFD (from [12]), we found 105 genes in common (Figure 3F). Among the 31 common genes after 15 weeks of treatment, we identified the core clock gene *Per2* and the circadian-related gene *Rorc*. We have previously described sex differences in the human colon and CRC [11], and we now performed BART analysis on this data set, to see which transcription factors are predicted to be involved in human CRC tumorigenesis. Interestingly, we found that STAT3 was predicted to also regulate the male-specific transcriptome response (DEG between normal human colon and CRC, Figure S2B).

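Of 7 genes shown for the female pathways in Figure 3C, 0 were DEGs in females at 15 weeks, while 7 had an unadjusted p under 0.05 and 7 passed when adjusted over the list alone. The paper chose them on these libraries, so the latter is not independent evidence. FPKM values are mean ± SD of 5 libraries. *S100a9* (ENSMUSG00000056071, chromosome 3 from 90692632 to 90695721) had at most 2 counts in vehicle-treated females and 2 to 55 at 15 weeks, at least 6.49-fold more (adjusted p = 0.321). *Serpina3g* (ENSMUSG00000041481, chromosome 12 from 104236245 to 104241939) went from 0.314 ± 0.301 to 1.34 ± 0.650 FPKM (log2 fold change 1.91, standard error 0.52, adjusted p = 0.177). *Ccl5* (ENSMUSG00000035042, chromosome 11 from 83525778 to 83530518) went from 1.52 ± 0.863 to 4.87 ± 1.197 FPKM (log2 fold change 1.77, standard error 0.68, adjusted p = 0.358). *Camk2b* (ENSMUSG00000057897, chromosome 11 from 5969644 to 6066362) went from 2.31 ± 0.626 to 3.71 ± 1.14 FPKM (log2 fold change 0.64, standard error 0.24, adjusted p = 0.357). *Lyn* (ENSMUSG00000042228, chromosome 4 from 3678115 to 3813122) went from 5.14 ± 0.497 to 6.84 ± 1.91 FPKM (log2 fold change 0.46, standard error 0.15, adjusted p = 0.289). *Sema3f* (ENSMUSG00000034684, chromosome 9 from 107681500 to 107710475) went from 1.72 ± 0.313 to 0.753 ± 0.156 FPKM (log2 fold change -0.85, standard error 0.38, adjusted p = 0.424). *Cracr2a* (ENSMUSG00000061414, chromosome 6 from 127561338 to 127630033) went from 6.60 ± 1.48 to 3.58 ± 1.23 FPKM (log2 fold change -0.85, standard error 0.29, adjusted p = 0.299). In *Cracr2a* female 15-week replicate 2 lay apart from its group at 2.15 log2 CPM against a median of 2.94. With DESeq2 on the compared libraries *Serpina3g* (adjusted p = 0.00687), *Ccl5* (0.00161), *Camk2b* (0.0272), *Lyn* (0.0265), *Sema3f* (0.00377) and *Cracr2a* (0.00635) were DEGs. *Serpina3g* was also a DEG with DESeq2 on all libraries (adjusted p = 0.0220). *S100a9* became a DEG only with DESeq2 on the compared libraries and no filter on low counts (adjusted p = 0.00201), a setting chosen after the data were seen.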

The fewer female-specific DEGs at 15 weeks (31 genes) were enriched for functions related to calcium ion transport, cell migration, adaptive immune response, and chemotaxis (Figure 3B,C, right panels). These were again predicted to be regulated by Gr, but also by other nuclear receptors including liver X receptor beta (Lxrβ/Nr1h2), Ppara, Pparg, and retinoid X receptor alpha (Rxra, Figure 3E).

Our data thus convincingly demonstrates that there is a sex-specific response to AOM/DSS. Males presented a more pronounced transcriptomic response also at 15 weeks, again with a sex-specific alteration of the circadian rhythm and a predicted sex-specific activation by Stat3, a transcription factor we here also predict as regulator for the male-specific response to HFD and male-specific gene expression in human colon.

### 2.5. Consistent Sex Differences Were Most Apparent at Chronic State of Inflammation

Next, instead of investigating the *response* to AOM/DSS, we directly compared the transcriptomes of the male colon with the female one. 

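At 9 weeks of AOM/DSS, 8 genes were DEGs between the sexes, 7 higher in males and 1 higher in females, all on the X or Y chromosome, with 630 genes at an unadjusted p under 0.05. *Eif2s3y* (ENSMUSG00000069049, chromosome Y from 1010543 to 1028847) had 25.0 ± 6.47 FPKM in males (mean ± SD, n = 5) and no counts in females, at least 509-fold more (adjusted p = 1.49e-07), and male 9-week replicate 4 lay apart from its group at 5.31 log2 CPM against a median of 6.09. *Ddx3y* (ENSMUSG00000069045, chromosome Y from 1260771 to 1286629) had 8.18 ± 1.69 FPKM in males and no counts in females, at least 347-fold more (adjusted p = 3.41e-09). *Xist* (ENSMUSG00000086503, chromosome X from 103460375 to 103483217) had 70.8 ± 7.20 FPKM in females and 0.0177 ± 0.0312 in males (log2 fold change -12.57, standard error 0.49, adjusted p = 1.58e-16), and female 9-week replicate 5 lay apart from its group at 9.72 log2 CPM against a median of 10.17. DESeq2 on the compared libraries gave the largest number, 20, and leaving out female 9-week replicate 5 gave 9. All 8 DEGs are in the paper's Table S4, and all of its 20 genes had the same direction here. Whether the number of sex differences changed from the vehicle-treated mice was not tested.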

The sex differences during 9 weeks of AOM/DSS treatment were limited to only 20 DEGs (Figure 4A, Table S4), indicating that the transcriptomes of the two sexes became more similar at the state of colitis than at steady state (vehicle) or chronic inflammation (15 weeks). Still, sex differences in the oxidation-reduction process were also evident at 9 weeks of AOM/DSS treatment (Figure 1C and Figure S3A). 

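At 15 weeks of AOM/DSS, 30 genes were DEGs between the sexes, 20 higher in males and 10 higher in females, of which 10 lie on the X or Y chromosome and 20 elsewhere, with 2009 genes at an unadjusted p under 0.05. *Eif2s3y* had 21.9 ± 2.74 FPKM in males and was at least 522-fold higher than in females (adjusted p = 1.41e-07), and *Ddx3y* had 5.56 ± 1.26 FPKM and was at least 294-fold higher (adjusted p = 5.11e-09). *Xist* had 64.4 ± 9.15 FPKM in females and 0.0243 ± 0.0544 in males (log2 fold change -12.17, standard error 0.50, adjusted p = 4.12e-16). *Klrd1* (ENSMUSG00000030165, chromosome 6 from 129591782 to 129598775) had 0.490 ± 0.456 FPKM in males and 2.37 ± 0.954 in females (mean ± SD, n = 5; log2 fold change -2.53, standard error 0.55, adjusted p = 0.0427). In *Klrd1* female 15-week replicate 5 lay apart from its group at 0.64 log2 CPM against a median of 2.13. *Klrd1* lost its DEG status at 15 weeks with edgeR on the compared libraries (adjusted p = 0.0802) and no filter on low counts (adjusted p = 0.0526). *Klrd1* was a DEG at 15 weeks in 2 of the 10 leave-one-out fits, and the adjusted p rose to 0.114 without female 15-week replicate 1. The number of DEGs moved most with DESeq2 on the compared libraries, which gave 366, and with the mesenchyme score as a covariate it was 106. It ran from 12 without female 15-week replicate 1 to 83 without female 15-week replicate 5. Of the 30 DEGs, 27 are in the paper's Table S5, and all 331 tested genes of that table had the same direction here.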

We identified a larger sex difference at 15 weeks of treatment, with 338 genes being differentially expressed (Figure 4A, Table S5). In addition to the oxidation-reduction process, these were also involved in the metabolic process, positive regulation of T cell proliferation, and cellular response to interferon-gamma (Figure S3A). In total, 430 genes were differentially expressed between the sexes in at least one condition (Figure 4B,C). 

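In total 51 genes were DEGs between the sexes in at least 1 of the 3 conditions. Over the other settings this number ran from 30 to 663, the highest with DESeq2 on all libraries. Without female 15-week replicate 1 it was 20, and without female vehicle replicate 1 it was 1113.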

We divided these 430 genes into three clusters (Figure S3B), and their expression is presented in line plots in Figure 4C. We identified three sets of gene clusters with higher expression in males compared to females (Figure 4C). 

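The 51 genes were grouped by k-means clustering into 3 clusters of 19, 19 and 13 genes, on group mean FPKM scaled within each gene. In the first cluster the mean scaled value was 0.361, 0.775 and 1.01 in males with vehicle, at 9 weeks and at 15 weeks, and -0.778, -0.407 and -0.959 in females. In the second it was 1.95, -0.214 and -0.472 in males and -0.468, -0.214 and -0.582 in females, in the same order. In the third it was -0.442, -0.262 and -1.17 in males and 0.731, 0.630 and 0.516 in females. On log2 FPKM the adjusted Rand index with these clusters was 0.945, where 1 means the same clusters.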

Genes in these clusters were involved in response to hypoxia and lipopolysaccharides, NFκB signaling, and negative regulation of cell proliferation (cluster 1), lipid metabolic process and sodium ion transport (cluster 2), and oxidation-reduction process, cell chemotaxis, and metabolic process (cluster 3), respectively (Figure 4D).

We also assessed this comparison (direct males-females comparison of AOM/DSS-colon transcriptomes) for similarities with the sex differences following HFD feeding in mice (from [12]). Interestingly, 23 DEGs were differentially expressed between the sexes in both experiments (Figure 4E, left). Seven of these are located on the X or Y chromosome (Figure 4E, right), including *Kdm5c*, *Kdm5d*, and *Kdm6a*. Two of these (*Kdm5c* and *Kdm6a*) were higher expressed in females and one (*Kdm5d*) in males, and these displayed consistent differences during all conditions (vehicle/normal, 9- and 15-week AOM/DSS treatment, and HFD, Figure 4F). 

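At 9 weeks of AOM/DSS *Kdm5c* (ENSMUSG00000025332, chromosome X from 152233020 to 152274535) had 15.0 ± 0.793 FPKM in males and 20.5 ± 2.51 in females (mean ± SD, n = 5; log2 fold change -0.48, standard error 0.10, adjusted p = 0.151), and at 15 weeks 13.6 ± 0.878 and 19.3 ± 5.16 (log2 fold change -0.49, standard error 0.10, adjusted p = 0.0427). *Kdm5c* became a DEG at 9 weeks with DESeq2 on all 30 libraries (adjusted p = 0.0154) and DESeq2 on the compared libraries (adjusted p = 2.97e-06). *Kdm5c* lost its DEG status at 15 weeks with edgeR on the compared libraries (adjusted p = 0.127), no filter on low counts (adjusted p = 0.0624) and the replicate number as a block (adjusted p = 0.0732). *Kdm5c* was a DEG at 15 weeks in 3 of the 10 leave-one-out fits, and the adjusted p rose to 0.132 without female 15-week replicate 1. *Kdm6a* (ENSMUSG00000037369, chromosome X from 18162575 to 18279936) had 4.41 ± 0.677 and 7.88 ± 1.62 FPKM at 9 weeks (log2 fold change -0.85, standard error 0.18, adjusted p = 0.0986) and 3.43 ± 1.103 and 5.88 ± 2.20 at 15 weeks (log2 fold change -0.76, standard error 0.18, adjusted p = 0.0618). *Kdm6a* became a DEG at 9 weeks with DESeq2 on all 30 libraries (adjusted p = 0.00571), DESeq2 on the compared libraries (adjusted p = 2.65e-07) and edgeR on the compared libraries (adjusted p = 0.0250). *Kdm6a* became a DEG at 15 weeks with DESeq2 on all 30 libraries (adjusted p = 0.00843) and the mesenchyme score as a covariate (adjusted p = 0.0417). *Kdm6a* became a DEG at 15 weeks without female 15-week replicate 2 (adjusted p = 0.00254). In *Kdm6a* female 15-week replicate 2 lay apart from its group at 4.64 log2 CPM against a median of 5.67. *Kdm5d* (ENSMUSG00000056673, chromosome Y from 897788 to 956786) had 6.45 ± 0.790 FPKM in males at 9 weeks and 4.87 ± 1.35 at 15 weeks, with at most 1 count in any female library of these times, at least 436-fold (adjusted p = 5.47e-14) and 377-fold (adjusted p = 8.95e-14) higher. The data on high-fat diet were not analysed here.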

Other genes, not located on sex chromosomes, also displayed sex differences during both 15-week AOM/DSS treatment and HFD. These included the T cell antigen *Cd7* and the retinol-binding protein 2 (*Rbp2*) (Figure 4E,F). The *Cd7* displayed a higher expression in females during both conditions, whereas *Rbp2* was significantly higher in males during AOM/DSS treatment but in females during HFD feeding (Figure 4F).

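*Cd7* (ENSMUSG00000025163, chromosome 11 from 121036747 to 121039418) had 1.43 ± 0.476 FPKM in males and 4.27 ± 1.58 in females at 15 weeks of AOM/DSS (mean ± SD, n = 5; log2 fold change -1.84, standard error 0.50, adjusted p = 0.0991), a difference of -0.50 (standard error 0.48, adjusted p = 0.999) at 9 weeks and of -0.99 (standard error 0.50, adjusted p = 0.281) with vehicle. *Cd7* became a DEG at 15 weeks with DESeq2 on all 30 libraries (adjusted p = 0.0178) and DESeq2 on the compared libraries (adjusted p = 0.000150). *Rbp2* (ENSMUSG00000032454, chromosome 9 from 98486115 to 98509781) had 30.0 ± 6.78 FPKM in males and 16.5 ± 3.66 in females at 15 weeks (log2 fold change 0.87, standard error 0.26, adjusted p = 0.129), a difference of -0.23 (standard error 0.26, adjusted p = 0.999) at 9 weeks and of 0.31 (standard error 0.26, adjusted p = 0.562) with vehicle. *Rbp2* became a DEG at 15 weeks with DESeq2 on the compared libraries (adjusted p = 0.00337). *Rbp2* changed sign at 9 weeks without female 9-week replicate 5, to 0.013. Differences are log2 fold changes of males over females.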

Overall, our data demonstrate significant sex differences in the colon transcriptome in basal gene expression (normal/vehicle) as well as during AOM/DSS treatment, especially after 15 weeks of treatment.

### 2.6. Sex Differences over the Course of Acute-to-Chronic Inflammation

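Between 15 and 9 weeks of AOM/DSS, 0 genes were DEGs in males and 0 in females, with 2179 and 2046 genes at an unadjusted p under 0.05. Larger numbers came with DESeq2 on the compared libraries, with 397 DEGs in males (148 up, 249 down) and 126 in females (5 up, the others down), and DESeq2 on all libraries, with 102 (23 up, 79 down) and 33 (2 up, 31 down). Without female 9-week replicate 5 the female number was 312, and without male 9-week replicate 4 the male number was 6. On the first 2 components the centres of the time points lay 16.4 (exact permutation p = 0.0238, adjusted p = 0.0429) apart in males and 19.7 (exact permutation p = 0.0714, adjusted p = 0.0893) in females. These distances ran from 14.4 without male 9-week replicate 2 to 18.9 without male 15-week replicate 5 in males, and from 16.4 without female 9-week replicate 1 to 26.8 without female 9-week replicate 5 in females, with a permutation p under 0.05 in 2 of the 10 female fits, and on log2 CPM the female distance was 38.2 (exact permutation p = 0.0397).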

Upon further investigation of the transcriptomic differences between the more acute inflammation (9-week time point) and the more chronic inflammation (15-week time point), we noted that genes were downregulated (in both sexes) at 15 weeks compared to at 9 weeks. This included many genes involved in inflammation (Figure 5A) and can be indicative of the less acute phase at 15 weeks. 

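From 9 to 15 weeks the following inflammation genes changed as given by their log2 fold changes, and the FPKM values of 2 of them are given as mean ± SD (n = 5). *Il1b* (ENSMUSG00000027398, chromosome 2 from 129364570 to 129371139) went from 25.2 ± 26.2 to 1.299 ± 1.84 FPKM in males (log2 fold change -3.99, standard error 1.06, adjusted p = 0.140) and from 34.4 ± 53.2 to 1.17 ± 1.57 in females (log2 fold change -4.75, standard error 1.105, adjusted p = 0.214). *Ptgs2* (ENSMUSG00000032487, chromosome 1 from 150100031 to 150108227) went from 4.56 ± 6.02 to 0.0776 ± 0.0895 FPKM in males (log2 fold change -5.53, standard error 1.25, adjusted p = 0.109) and from 7.16 ± 11.9 to 0.126 ± 0.175 in females (log2 fold change -5.63, standard error 1.23, adjusted p = 0.214). *Cxcl2* changed by -3.82 (standard error 1.14, adjusted p = 0.169) in males and by -5.26 (standard error 1.24, adjusted p = 0.216) in females. *Tnf* changed by -1.52 (standard error 0.48, adjusted p = 0.178) in males and by -1.46 (standard error 0.48, adjusted p = 0.302) in females. *Nos2* changed by -2.10 (standard error 0.52, adjusted p = 0.115) in males and by -2.19 (standard error 0.52, adjusted p = 0.216) in females. *Ccl5* changed by -2.60 (standard error 0.69, adjusted p = 0.140) in males and by -1.22 (standard error 0.65, adjusted p = 0.427) in females. With DESeq2 on the compared libraries the male changes were DEGs for *Il1b* (adjusted p = 0.00690), *Ptgs2* (6.00e-05), *Cxcl2* (0.00889), *Tnf* (0.0114), *Nos2* (0.00272) and *Ccl5* (0.000869), and the female ones for *Il1b* (0.0125), *Ptgs2* (0.00371) and *Cxcl2* (0.0295). With DESeq2 on all libraries *Il1b* (0.0318), *Ptgs2* (0.00200), *Nos2* (0.0174) and *Ccl5* (0.0154) were DEGs in males, and *Il1b* (0.0151), *Ptgs2* (0.00374), *Cxcl2* (0.0151) and *Nos2* (0.0215) in females, at the adjusted p given for each. In females these changes were DEGs without female 9-week replicate 5 for *Il1b* (adjusted p = 0.0290), *Ptgs2* (0.0290), *Cxcl2* (0.0324) and *Nos2* (0.0324).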

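Because neither sex had a DEG between 15 and 9 weeks, 0 genes were DEGs in both, and the interaction of sex and time passed for 0 genes, with 363 at an unadjusted p under 0.05. DESeq2 gave 15 shared genes on all libraries and 42 on the compared libraries, and 1 or 2 genes for the interaction. Without female 9-week replicate 5, 1 gene was shared.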

Interestingly, there were major sex-specific changes, and only 46 genes were altered (all downregulated) in both males and females (Figure 5B and Figure S4A). These were involved in response to lipopolysaccharide and interferon-gamma, inflammatory and immune response, neutrophil chemotaxis, cell proliferation, apoptosis, and angiogenesis (Figure 5C). The male-specific genes were involved in immune and inflammatory response, defense response to bacterium, lipopolysaccharide signaling, NFκB signaling, and cell proliferation, which were all downregulated at 15 weeks (Figure 5D). The female-specific genes were involved in angiogenesis and were also downregulated at 15 weeks (Figure 5D).

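In total 2130 genes were DEGs in at least 1 of the 4 responses to AOM/DSS, and over the other settings this number ran from 1266 to 2946. It was 1284 without male vehicle replicate 1 and 2735 without female 9-week replicate 5. These genes were grouped by k-means clustering into 4 clusters of 742, 713, 435 and 240 genes, on group mean FPKM scaled within each gene, and on log2 FPKM the adjusted Rand index with these clusters was 0.843.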

A total of 2421 genes were regulated at least at one time point and in either sex in mice that underwent AOM/DSS treatment (Figure 5E). These genes were divided into four clusters depending on their pattern of regulation (Figure S4B) and presented as line plots in Figure 5F. The corresponding clusters present the dynamic changes during acute and chronic inflammation in males and females. Cluster 1 illustrates a set of genes that are downregulated during the course of the treatment in both sexes, but where the pattern starts from a higher level in males and exhibits an enhanced male-specific downregulation at 9 weeks. 

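In the cluster of 713 genes, the mean scaled value was 1.73 with vehicle, -0.0530 at 9 weeks and -0.875 at 15 weeks in males, and -0.0640, -0.0370 and -0.699 in females.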

Cluster 2 illustrates a set of genes that were upregulated in mice of both sexes following 9 weeks of AOM/DSS and then returned to near-baseline levels after 15 weeks. 

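In the cluster of 742 genes, the mean scaled value was -0.792 with vehicle, 1.35 at 9 weeks and -0.282 at 15 weeks in males, and -0.831, 0.886 and -0.334 in females.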

Cluster 3 contains a set of genes that were also upregulated after 9 weeks in both sexes (although more in males) and then remained high at 15 weeks. 

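For the cluster of 435 genes, the mean scaled value was -1.26 with vehicle, 0.627 at 9 weeks and 0.890 at 15 weeks in males, and -0.537, 0.143 and 0.134 in females.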

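For the cluster of 240 genes, the mean scaled value was 1.15 with vehicle, -0.733 at 9 weeks and -0.901 at 15 weeks in males, and 1.02, -0.354 and -0.183 in females.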

The last cluster, cluster 4, contains a set of genes that were downregulated after 9 weeks of treatment in both sexes, and whose expression remained low at 15 weeks. Functional annotation of corresponding genes shows that cluster 1 was involved in cell adhesion and circadian rhythm, cluster 2 in inflammation-related pathways, cluster 3 in apoptosis and mRNA splicing, and cluster 4 in metabolic processes (Figure 5G and Figure S4C). 

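Of 19 inflammation genes, *Cxcl1*, *Cxcl2*, *Cxcl3*, *Cxcl5*, *Cxcl9*, *Cxcl10*, *Ccl3*, *Ccl4*, *Ccl5*, *Ccl8*, *Ccl20*, *Anxa1*, *Il1a*, *Il1b*, *Nfkbiz*, *Nos2*, *Ptgs2*, *Rel* and *Tnf*, 18 fell in the cluster of 742 genes and 1 was not a DEG in any response. At 9 weeks 15 of the 19 were DEGs in males, with a median change of 3.01 log2 units, and 16 in females, with a median of 4.41 when genes without counts in a group enter with their lower bound. At 15 weeks 4 were DEGs in males (median 0.85 with bounds) and 1 in females (1.73 with bounds). When adjusted over the list alone, 18 passed in each sex at 9 weeks and 4 in each at 15 weeks, which is not independent evidence because the paper chose the list on these libraries. From 9 to 15 weeks the median change was -1.80 in males and -2.03 in females, with 0 DEGs in either and 14 genes at an unadjusted p under 0.05 in each.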

Notably, cluster 2 (upregulated after 9 weeks and downregulated to basal levels after 15) included numerous inflammation-related genes (*Cxcl1, Cxcl2, Cxcl3, Cxcl5, Cxcl9, Cxcl10, Ccl3, Ccl4, Ccl5, Ccl8, Ccl20, Anxa1, Il1a, Il1b, Nfkbiz, Nos2, Ptgs2* (*Cox2*), *Rel*, and *Tnf*), which is in agreement with the more acute phase of inflammation at the 9-week timepoints. We finally used BART to predict transcription factors that regulate the genes in this cluster (#2) and identified Nr3c1 (Gr), Pparg, Stat3, Irf4, and Jund as predicted transcription factors (Figure 5H). Again, our data demonstrate that females and males present a sex-specific response to inflammation and highlight Stat3 and Gr as sex-specific regulators.

## 3. Discussion

Sex differences exist not only in reproductive organs but in many cell types, tissues, and organs and across species (reviewed in [15]). The underlying cause for sex differences can be related to size differences (males are often larger), sex chromosomes, sex hormones, genetic architecture, environment, or behavioral patterns. In the Drosophila melanogaster model, sex difference in intestinal stem cell proliferation has been reported, with the physiological consequence of a larger intestine in females [16]. However, the mechanism for most sex differences in non-reproductive organs remains unclear. Animal experiments enable a highly controlled environment, where sex differences to a large extent can be separated from behavioral differences. In mouse models, we and others have identified a sex-difference in terms of number and size of adenomas of the colon following AOM/DSS treatment, and of inflammatory markers [14,17]. We have also recently identified transcriptomic sex differences in the colon of mice, at the steady-state level (control diet) and in response to HFD [12]. In order to improve our understanding of sex differences during colitis and the subsequent impact on cancer development, we here describe the detailed analysis of the colon epithelial (scrape) transcriptome of AOM/DSS-treated mice of both sexes. AOM/DSS is known to induce inflammatory processes and expression of inflammatory genes such as *Cxcl1*, *Ccl4*, *Il1a, Il1b, Nfkbie, Nos2, Ptgs2 (Cox2)*, and *Tnf* [18]. 

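Of the 8 marker genes of AOM/DSS treatment that the paper names, 7 were DEGs in males and 8 in females at 9 weeks, all up. When adjusted over the list alone, 8 passed in each sex. The paper cites earlier work for these genes but names them as examples, and all but *Nfkbie* are also among its cluster 2 genes. Whether it picked them apart from these libraries is not known, so the count over the list alone is not clearly independent evidence. At 15 weeks 2 were DEGs in males and 0 in females, where 3 had an unadjusted p under 0.05. FPKM values are mean ± SD (n = 5). *Cxcl1* (ENSMUSG00000029380, chromosome 5 from 90891241 to 90893115) went from 0.294 ± 0.404 to 1.41 ± 0.644 (log2 fold change 2.23, standard error 0.95, adjusted p = 0.136) in males at 9 weeks and from 0.0512 ± 0.0680 to 1.62 ± 1.84 (log2 fold change 4.71, standard error 1.16, adjusted p = 0.0169) in females. *Cxcl1* became a DEG in males at 9 weeks with DESeq2 on the compared libraries (adjusted p = 0.0106) and the mesenchyme score as a covariate (adjusted p = 0.0423). *Cxcl1* lost its DEG status in females at 9 weeks with the mesenchyme score as a covariate (adjusted p = 0.141). *Cxcl1* was a DEG in females at 9 weeks in 6 of the 10 leave-one-out fits, and the adjusted p rose to 0.0871 without female 9-week replicate 4. *Ccl4* (ENSMUSG00000018930, chromosome 11 from 83662584 to 83664683) went from 0.0143 ± 0.0319 to 1.70 ± 1.57 (log2 fold change 4.40, standard error 1.01, adjusted p = 0.00630) in males at 9 weeks and was at least 14.8-fold higher in females (adjusted p = 0.00413). *Ccl4* was a DEG in females in 9 of the 10 leave-one-out fits, and fell under the FPKM minimum in the rest, for example without female 9-week replicate 4 (adjusted p = 0.0326). *Il1a* (ENSMUSG00000027399, chromosome 2 from 129299610 to 129309972) went from 0.0606 ± 0.0906 to 3.01 ± 3.50 (log2 fold change 6.11, standard error 1.26, adjusted p = 0.00258) in males at 9 weeks and from 0 ± 0 to 4.33 ± 6.26 (log2 fold change 7.83, standard error 1.44, adjusted p = 0.00177) in females. In *Il1a* female vehicle replicate 1 lay apart from its group at -1.96 log2 CPM against a median of -3.62. *Il1b* had 0.332 ± 0.226 FPKM in vehicle-treated males and rose by 9 weeks (log2 fold change 6.16, standard error 1.22, adjusted p = 0.00173), and had 0.134 ± 0.230 FPKM in females (log2 fold change 7.59, standard error 1.35, adjusted p = 0.00122). *Nfkbie* (ENSMUSG00000023947, chromosome 17 from 45555716 to 45563169) went from 0.767 ± 0.139 to 1.64 ± 0.328 (log2 fold change 1.11, standard error 0.23, adjusted p = 0.00267) in males at 9 weeks and from 0.732 ± 0.214 to 1.49 ± 0.524 (log2 fold change 0.97, standard error 0.23, adjusted p = 0.0129) in females. *Nfkbie* lost its DEG status in females at 9 weeks with edgeR on the compared libraries (adjusted p = 0.108) and the mesenchyme score as a covariate (adjusted p = 0.137). *Nfkbie* was a DEG in females at 9 weeks in 8 of the 10 leave-one-out fits, and the adjusted p rose to 0.0529 without female vehicle replicate 3. *Nos2* (ENSMUSG00000020826, chromosome 11 from 78920787 to 78960254) went from 0.789 ± 0.520 to 35.2 ± 15.2 (log2 fold change 5.46, standard error 0.61, adjusted p = 4.73e-06) in males at 9 weeks and from 1.12 ± 0.375 to 29.0 ± 21.2 (log2 fold change 4.53, standard error 0.58, adjusted p = 6.36e-05) in females. *Ptgs2* had 0.282 ± 0.275 FPKM in vehicle-treated males (log2 fold change 4.01, standard error 1.12, adjusted p = 0.0223) and 0.0508 ± 0.0775 in females (log2 fold change 6.94, standard error 1.36, adjusted p = 0.00314). *Ptgs2* was a DEG in males at 9 weeks in 8 of the 10 leave-one-out fits, and the adjusted p rose to 0.111 without male 9-week replicate 2. *Tnf* (ENSMUSG00000024401, chromosome 17 from 35199381 to 35202007) went from 0.832 ± 0.387 to 6.67 ± 1.36 (log2 fold change 3.01, standard error 0.51, adjusted p = 0.000321) in males at 9 weeks and from 0.620 ± 0.374 to 6.66 ± 4.43 (log2 fold change 3.31, standard error 0.52, adjusted p = 0.000361) in females.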

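At 15 weeks against vehicle the 2 DEGs in males were *Nos2* (log2 fold change 3.36, standard error 0.56, adjusted p = 0.000692) and *Tnf* (log2 fold change 1.49, standard error 0.49, adjusted p = 0.0410). *Tnf* lost its DEG status with edgeR on the compared libraries (adjusted p = 0.127), no filter on low counts (adjusted p = 0.0515) and the replicate number as a block (adjusted p = 0.0591). *Tnf* was a DEG in 4 of the 10 leave-one-out fits, and the adjusted p rose to 0.180 without male 15-week replicate 5. The changes of the other markers in males ran from -1.52 for *Ptgs2* (adjusted p = 0.404) to 2.21 for *Il1a* (adjusted p = 0.227). *Ptgs2* changed sign there with the mesenchyme score as a covariate, to 0.69. *Cxcl1* changed sign in males at 15 weeks without male 15-week replicate 5, to -0.26. *Ccl4* changed sign in males at 15 weeks without male 15-week replicate 5, to -0.81, in 2 of the 10 leave-one-out fits. In females at 15 weeks *Nos2* changed by 2.34 (standard error 0.54, adjusted p = 0.0686) and *Tnf* by 1.85 (standard error 0.50, adjusted p = 0.170). *Nos2* became a DEG with DESeq2 on all 30 libraries (adjusted p = 0.00266) and DESeq2 on the compared libraries (adjusted p = 5.66e-06). *Nos2* became a DEG without female 15-week replicate 1 (adjusted p = 0.0224). *Tnf* became a DEG with DESeq2 on all 30 libraries (adjusted p = 0.0202) and DESeq2 on the compared libraries (adjusted p = 0.0131).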

We could confirm the regulation of these genes and establish that our experiment (AOM/DSS treatment, approach, and transcriptome analysis) worked as expected.

We found that male mice displayed a stronger response to AOM/DSS treatment at both investigated time points. The male-specific response was in part related to NFκB signaling, which directs the inflammatory response. This is in line with our previous findings of a stronger upregulation of certain cytokines in males [14], which could be related to a lack of the tumor suppressive and anti-inflammatory effects of estrogen (reviewed in [19]). Interestingly, the male-specific DEGs identified were also enriched for functions related to the circadian rhythm. The intestinal circadian rhythm is important for a variety of biological processes including cell proliferation, intestinal permeability, and immune homeostasis, and its disruption can contribute to both IBD and CRC [20]. The circadian clock has previously been found to be deregulated in mice with DSS-induced colitis and Arntl (Bmal1) knockout mice present aggravated DSS-induced colitis [21]. Moreover, recent studies in IBD patients indicate that clock gene disruption is an early event in IBD, as the expression of clock genes was significantly lower also in the non-inflamed mucosa of IBD patients compared to healthy controls [22].

A perhaps unexpected finding was the notable difference in the regulation of multiple steroid hormone receptors. Such nuclear receptors are powerful regulators, often implicated in anti-inflammatory signaling, and the noted sex difference in their regulations upon inflammation (9 weeks) may be a major contributor to the higher sensitivity to colitis and predisposition for tumor development in males. Several nuclear receptors were specifically downregulated in males (Vdr, Lrh1/Nr5a2, Mr/Nr3c2, Rev-erbβ/Nr1d2, Car/Nr1i3, Esrrg, Lxrα/Nr1h3) and have indeed been demonstrated to regulate key protective functions relating to colitis or CRC. This includes, for example, adherens junctions important for intestinal permeability (Vdr [23]), intestinal cortisol production (Lrh1 [24]), tumor-suppressive functions (Nr3c2 [25]), and suppression of CRC aggressiveness (Esrrg [26]). Importantly, Lxrα has been reported to inhibit proliferation of CRC cells and its overexpression to result in fewer and smaller intestinal tumors [27]. In relation to this, the female-specific upregulation of target genes of its homologue Lxrβ is interesting, as Lxrβ has also been demonstrated to protect against colitis [28]. Only two nuclear receptors were specifically upregulated in males (Pparg and Nur77/Nr4a1). In humans, PPARg polymorphism was recently reported to be associated with an increased risk of developing CRC [29]. Further, Nur77 is known to be expressed in macrophages and to play a role in inflammation, but it has also been reported to increase colon cancer progression in a crosstalk with TGFβ [30].

Our findings indicate that the male-specific AOM/DSS-induced genes were predicted to be regulated by Stat3. We also found support for Stat3 in sex-specific regulations of both an HFD-induced colitis model and in a paired human CRC and normal colon comparison. Interestingly, Stat1 has been identified as a sex-specific tumor suppressor in CAC in mice [31]. Stat members can detect a variety of signals at the inner cell membrane and transduce them to affect gene regulation. Stat1 and Stat3 converge in regulating cytokine and growth factor receptors, but they play opposite roles in tumorigenesis and Stat3 is considered an oncogene [32]. Our finding that Stat3 has a sex-specific role in regulating male-specific genes in the colon may indicate that it contributes to the development of larger tumors in males during CAC. The female-specific AOM/DSS-induced genes, on the other hand, were predicted to be regulated by the nuclear receptor Gr (Nr3c1). The glucocorticoid receptor signaling is important to heal DSS-induced colitis [33] and potential female-specific activation of Gr may explain why males are more affected by AOM/DSS treatment. Further studies will be needed to understand and evaluate the further consequences of these specific sex differences.

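*Xist* had 69.5 ± 17.4 FPKM in vehicle-treated females and 0.00803 ± 0.00638 in males (mean ± SD, n = 5), with 13551 to 27442 counts in each female library and 1 to 8 in each male one. The difference of males from females was -12.67 log2 units (standard error 0.50, adjusted p = 1.62e-16). It stayed between -12.99 and -12.38 in the leave-one-out fits.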

In our study, we found that the non-coding RNA X-inactive specific transcript (*Xist*) was 12-fold higher expressed in the female colon (vehicle treatment). *Xist* has a central role in X chromosome inactivation and is only expressed in cells containing at least two X chromosomes (i.e., females) [34]. We also discovered specific and strong sex differences in the expression of three histone lysine demethylases, namely *Kdm5c, Kdm5d*, and *Kdm6a*. These genes are all located on the sex chromosomes, and the Y-linked Kdm5d was recently reported to be sex-dependently upregulated also in male neural crest-derived stem cells in rats [35]. 

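In vehicle-treated mice *Kdm5c* had 14.3 ± 0.748 FPKM in males and 20.6 ± 3.47 in females (mean ± SD, n = 5; log2 fold change -0.67, standard error 0.11, adjusted p = 0.00146). *Kdm5c* lost its DEG status with edgeR on the compared libraries (adjusted p = 0.199) and the mesenchyme score as a covariate (adjusted p = 0.194). *Kdm6a* had 4.96 ± 0.715 and 7.55 ± 1.21 FPKM (log2 fold change -0.75, standard error 0.18, adjusted p = 0.0660). *Kdm6a* became a DEG with DESeq2 on all 30 libraries (adjusted p = 0.00744) and DESeq2 on the compared libraries (adjusted p = 6.47e-06). *Kdm6a* became a DEG without female vehicle replicate 1 (adjusted p = 0.00979), in 3 of the 10 leave-one-out fits. *Kdm5d* had 6.59 ± 0.585 FPKM in males and 0.00868 ± 0.0194 in females (log2 fold change 8.79, standard error 0.47, adjusted p = 2.83e-13), and its 14 counts in female vehicle replicate 4 were the only ones in that group. Without that library the male value of *Kdm5d* is again set against a group with no counts.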

Deregulation of lysine demethylases is frequently observed in cancer [36], and may thus also contribute to sex differences in tumorigenesis. However, genes not expressed on the sex chromosomes were also significantly differentially expressed between the sexes, as demonstrated in our study. Another histone demethylase, retinol-binding protein 2 (*Rbp2*, at chromosome 9), was specifically upregulated in males following AOM/DSS treatment (15 weeks), but in females following HFD. *Rbp2* has been reported to regulate gut endocrine signaling and body weight [37] which may be a reason for the different regulations in response to HFD (and resulting weight gain). This gene is also overexpressed in gastric cancers, where its inhibition triggers senescence of malignant cells and may be used as an anticancer strategy [38]. Interestingly, the T-cell antigen *Cd7* was significantly higher expressed in females (compared to males after 15 weeks of treatment) along with a general enrichment of genes involved in the regulation of T cell proliferation. Other studies have found sex differences related to regulatory T cells, including after ischemic stroke in mouse models [39], and in human blood [40,41,42].

We also identified a sex-dependent transcriptomic response along the course of AOM/DSS treatment (9 and 15 weeks). As expected, many inflammatory genes were first strongly upregulated (9 weeks) to later become less expressed or resemble basal levels (15 weeks), and the response overall was stronger in males. We note that after 9 weeks of treatment, males showed an activation of the adaptive immune response, whereas females showed an activation of the innate immune response, based on functional annotation of regulated genes. After 15 weeks of treatment, females also showed an activation of the adaptive immune response, although the specific genes were not the same as in males. It is possible that males and females have different kinetics in their response to AOM/DSS treatment and/or activation of the adaptive immune response. Based on their disease activity index (DAI) curve previously generated for these mice, [14] females presented a quicker response to DSS-induced colitis and a faster resolution after DSS treatment. In line with this, Rathod et al. found that females are protected against systemic inflammation-induced endothelial dysfunction, likely due to the accelerated resolution of inflammation in females compared to males [43]. It is possible that the female-pronounced Gr activity, as indicated by our study, contributes to their faster resolution of inflammation.

To be noted, while our study can help understand aspects of sex differences in colitis, IBD, and CRC development, the results may not mimic the human situation. It is important to consider potential species differences as well, in addition to the cause of inflammation in this mouse model being different. Here, mucosal trauma is induced by a chemical agent (DSS) which leads to colitis, whereas in IBD, an antibody-antigen reaction against the mucosa of a susceptible individual causes the inflammation.

Altogether, our data clearly demonstrate, for the first time, significant and intriguing sex differences in the transcriptomic response to colitis. Most interestingly, we describe how males increase inflammatory signaling and adaptive immune cell signaling, have a more deregulated circadian rhythm, and activated Stat3-regulation, whereas females showed increased activation of the innate immune response and of Gr-mediated signaling. In summary, this study enables new insights into sex-specific gene expression in the colon. It also stresses the importance of including both sexes in studies of diseases while exploring fundamental mechanisms.

## 4. Materials and Methods

### 4.1. Animal Experiment

The animal experiment and outcomes have been previously described [14]. In short, 5 to 10-week-old C57BL/6J male (average body weight 23.6 g +/−0.3) and female (average body weight 18.3 g +/−0.2) mice were randomly assigned to treatments with either AOM (10 mg/kg body weight, i.p.) followed by three cycles of DSS (2.5%) in drinking water, or vehicle (0.9% NaCl, i.p.) for 9 or 15 weeks (Figure 1A). The clinical severity of colitis was evaluated by a disease activity index (DAI). Colons were harvested, and the number and size of intestinal adenomas were recorded. Tissues were prepared for histologic analyses and immunohistochemistry or snap frozen (incl. isolated colon epithelial-layer scrape) in liquid nitrogen for quantitative reverse-transcription PCR (qPCR). Hematoxylin and eosin (H&E) sections were examined and scored for colitis by a pathologist blinded to the mouse genotype. Raw data from the previous study were compared according to sex here and included in Figure 2A,B and Figure 3A. The epithelial layer of colon tissue from males and females was used for sequencing. Samples following treatment with vehicle (i.p. at week 0, sacrifice at week 9), and AOM/DSS (i.p. at week 0, DSS treatment cycles during weeks 1, 4, and 7, and sacrificed at week 9 and 15, see Figure 1A), with 5 biological replicates for each condition and sex (*n* = 5 per group) were used for sequencing (*N* = 30). The local ethical committee of the Swedish National Board of Animal Research approved all experimental protocols for the study (ID211/16).

### 4.2. RNA Isolation

The colon epithelial layer was physically separated from the lamina propria by scraping with a sharp object and snap frozen. The cells were homogenized using a tissue lyser (Qiagen, Chatsworth, CA, USA) and total RNA was isolated using QIAzol and miRNeasy Mini Kit (Qiagen, Chatsworth, CA, USA) with on-column DNAse treatment according to the manufacturer’s instructions. Quantitative and qualitative analyses of the RNA were performed with NanoDrop 1000 spectrophotometer and Agilent Tapestation 2200 (Agilent Technologies, Palo Alto, CA, USA), respectively. All samples had RNA integrity (RIN) >7.

### 4.3. RNA-Seq and Bioinformatic Analyses

Library preparation was generated with 200 ng total RNA as input (Illumina TruSeq Stranded mRNA) and sequencing (Illumina NovaSeq6000) was performed at Sweden’s National Genomics Infrastructure (NGI). Phred scores for all bases for each sample were between 30 and 40, indicating that the base call accuracy is above 99.9% (Figure S1A). The paired-end reads (2 × 51 bp in length) generated for each sample (at least 12 M) were mapped against the mouse genome (GRCm38) using STAR. The average number of sequenced reads was 34 M per sample and 72% of reads, on average, were duplicated (Figure S1B). Although the level of duplicate reads was high, about 10 M unique reads for each sample remained, which was sufficient for an analysis of good quality. FeatureCounts and StringTie were used to generate gene counts and TPM values. DESeq2 was used to calculate differentially expressed genes (DEG) with raw counts as input and the Benjamini–Hochberg procedure was used to estimate the false-discovery rate (FDR). Genes were considered as significantly differentially expressed if their FDR-adjusted *p*-values were < 0.05 and the log 2 FC > |0.4|. Cut off for non-expressed genes was <1 FPKM in both compared groups. The RNA-seq data is uploaded at GEO with accession nrGSE201360. Gene ontology/biological function was performed using the DAVID bioinformatics website. The GOCircle and GOChord plot were done in R (version 3.6.3) using GOplot (version 1.0.2). The GOCircle plot was used to demonstrate the gene expression and gene-annotation enrichment data of the BPs. The GOChord plot was used to assign specific genes to their assigned BPs. Transcription factors were predicted using the web server BART (version 2.0). BART uses over 5000 public mouse ChIP-seq datasets to predict those that bind to cis-regulatory chromatin regions and regulate the expression of the identified gene. The transcription factors and their interactions were visualized using STRING (version 11.0). Factoextra (version 1.0.7) and k-means cluster analysis with fviz_cluster in R (version 3.6.3) was used to divide the genes into different clusters based on their dissimilarity. The REVIGO web server [44] was used to summarize long lists of GO terms by finding representative subsets of terms based on a clustering algorithm that uses semantic similarity measures. Transcriptomic signal-to-noise ratio (tSNR, i.e., the ratio of divergence between the mean and replicate variability) was calculated with Euclidean distance metric in R. Variance-stabilized counts were used as input.

## Figures and Tables

**Figure 1:**
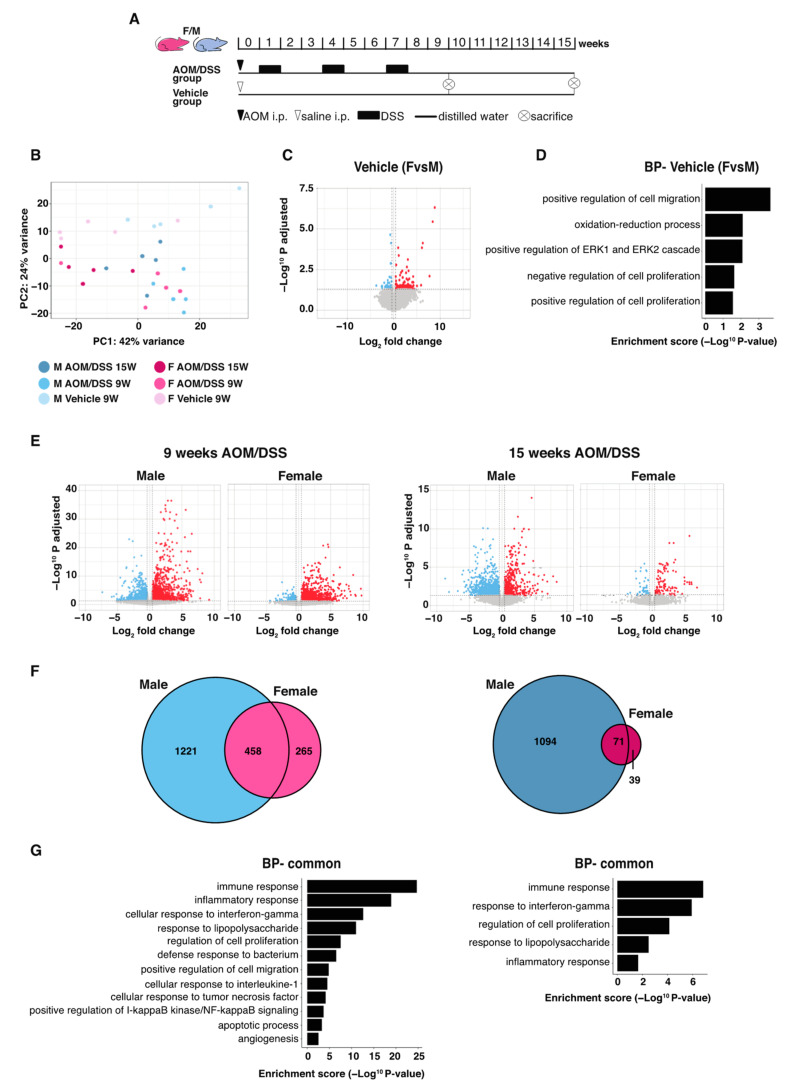
Sex differences in the colon transcriptome. (**A**) Experimental setup: male and female mice underwent treatment with vehicle or AOM/DSS for 9 or 15 weeks. (**B**) PCA plot of vehicle- and AOM/DSS-treated (9 and 15 weeks) male (blue) and female (pink) mice. (**C**) Volcano plot of differentially expressed genes (DEGs) between female and male mice during vehicle treatment. (**D**) BP enrichment analysis of the DEGs between females and males. (**E**) Volcano plots of DEGs between vehicle- and AOM/DSS-treated (9 and 15 weeks) for male (**left**) and female (**right**) mice. (**F**) Venn diagram showing that males responded more strongly to 9 and 15 weeks AOM/DSS treatment, with more DEGs identified, and that both common and sex-specific genes were identified. (**G**) BP enrichment analysis of the common DEGs during 9 (top) and 15 (bottom) weeks of AOM/DSS treatment.

**Figure 2:**
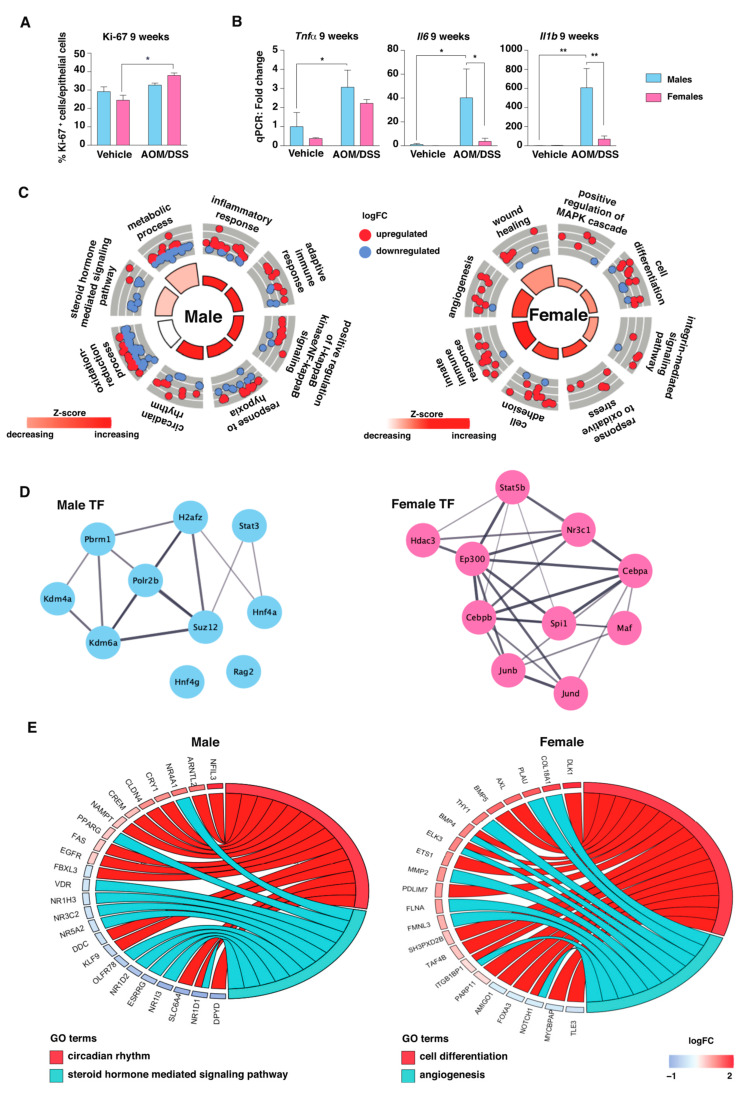
The sex-dependent response to 9 weeks AOM/DSS treatment. Comparison of (**A**) Ki-67 protein levels (immunohistochemical analysis) and (**B**) expression of the pro-inflammatory genes *Tnfα, Il6*, and *Il1b* (qPCR analysis), indicate sex differences in cell proliferation and inflammation between males and females, both based on data from [14]. (**C**) BP enrichment analysis of the sex-specific genes (RNA-seq), and (**D**) prediction of related transcription factor activity for male- and female-specific DEGs using BART. (**E**) Circular plots displaying the relationship between the genes that were differentially expressed between vehicle and 9 weeks of AOM/DSS treatment and the GO terms circadian rhythm and steroid hormone signaling in males (**left**) and cell differentiation and apoptosis in females (**right**), including fold changes (logFC) of corresponding up- and downregulated genes. Statistical analysis was performed using two-way ANOVA tests with Fisher’s LSD tests (* <0.05, ** <0.01).

**Figure 3:**
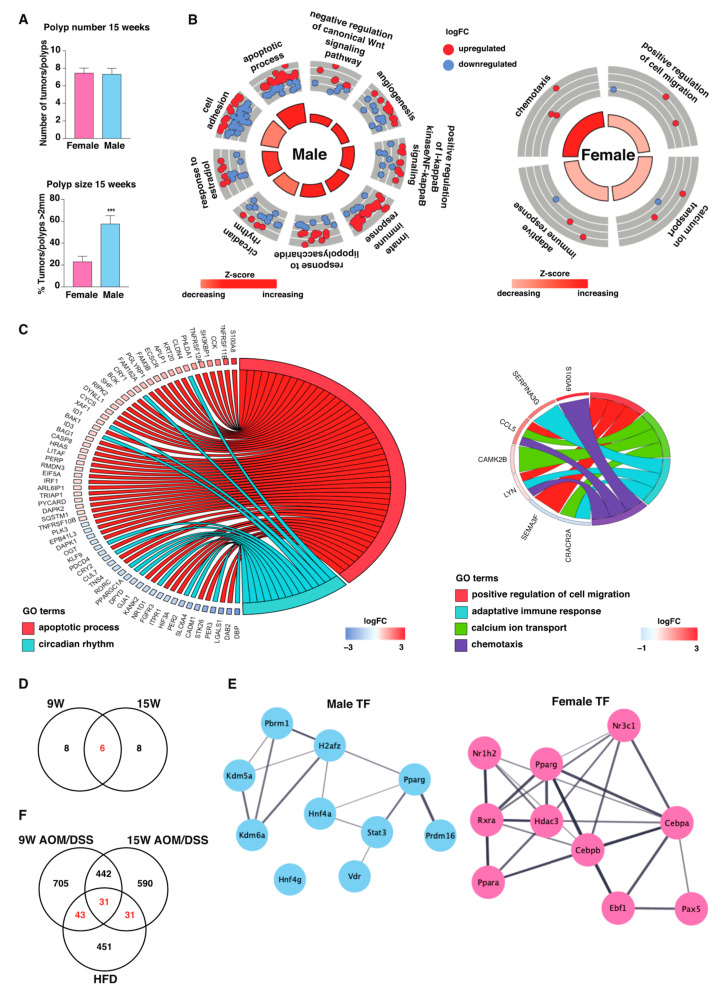
Males display a stronger response to 15 weeks of AOM/DSS treatment. (**A**) Comparison of number and size of polyps between males and females after 15 weeks of AOM/DSS treatment (data from [14]). (**B**) The BP enrichment analysis of the sex-specific DEGs. (**C**) Circular plot displaying the relationship between DEGs (vehicle compared to 15-week AOM/DSS treatment) and their functions (GO terms), apoptotic process and circadian rhythm in males (**left**) and calcium ion transport, cell migration, adaptive immune response, and chemotaxis in females (**right**), including enrichment (z score) and direction of corresponding regulated genes(+/−logFC). (**D**) Venn diagram showing the overlap between the male-specific DEGs involved in circadian rhythm during 9 and 15 weeks of treatment. (**E**) Transcription factors predicted (with BART) to regulate the male- and female-specific DEGs. (**F**) Venn diagram comparing the male-specific response after 9 and 15 weeks of treatment with HFD feeding (for 13 weeks, transcriptome from [12]). Statistical analysis was performed using the student’s *t*-test (*** <0.001).

**Figure 4:**
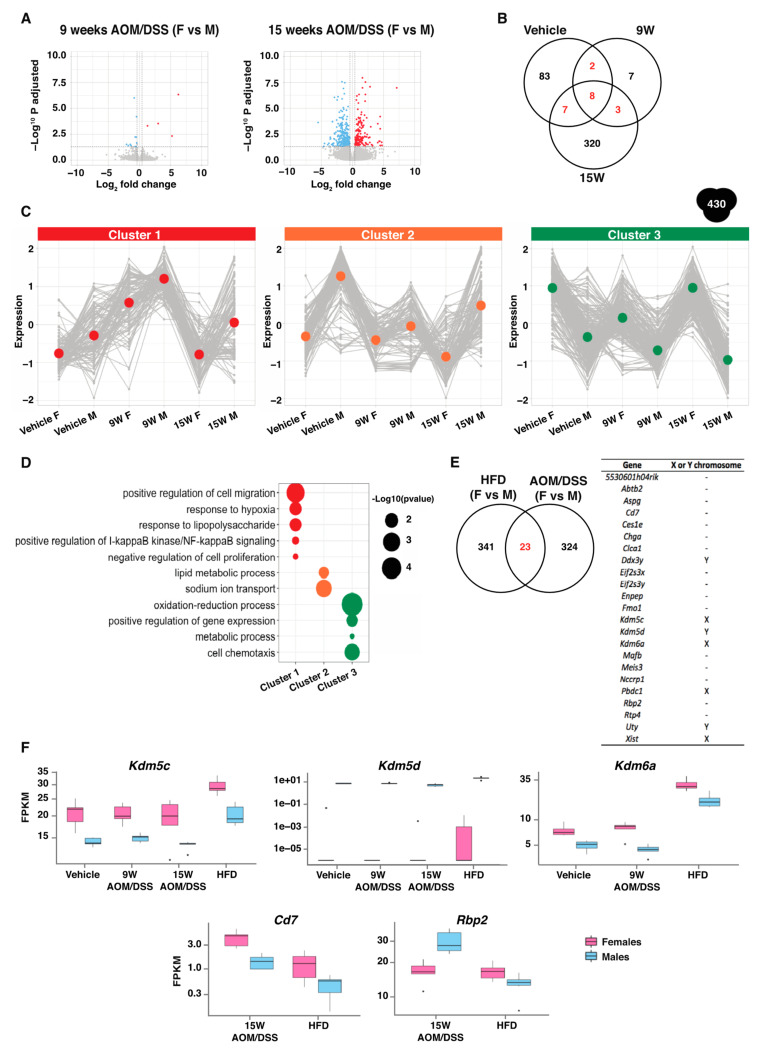
The largest sex differences were seen after 15 weeks of AOM/DSS treatment. (**A**) Volcano plot showing the DEGs between females and males during 9 and 15 weeks AOM/DSS treatment. (**B**) Venn diagram showing the common DEGs between the sexes during vehicle, and 9 and 15 weeks of AOM/DSS treatment, respectively. (**C**) The total 430 genes differentially expressed between the sexes were divided into three different clusters and the expression presented (mean centered with scaled FPKM values) in line plots. (**D**) The BPs separated based on cluster, with the size of the bubbles corresponding to the enrichment score (−log 10 (*p* value)). (**E**) Venn diagram comparing the DEGs between the sexes during AOM/DSS treatment and HFD feeding. (**E**) The 23 DEGs that are sex-specific regulations in both studies (**left**) and corresponding chromosomal location (**right**). (**F**) Boxplot showing the mRNA expression (FPKM) of the genes *Kdm5c, Kdm5d, Kdm6a, Cd7*, and *Rbp2* that were differentially expressed between the sexes during both AOM/DSS treatment and HFD feeding.

**Figure 5:**
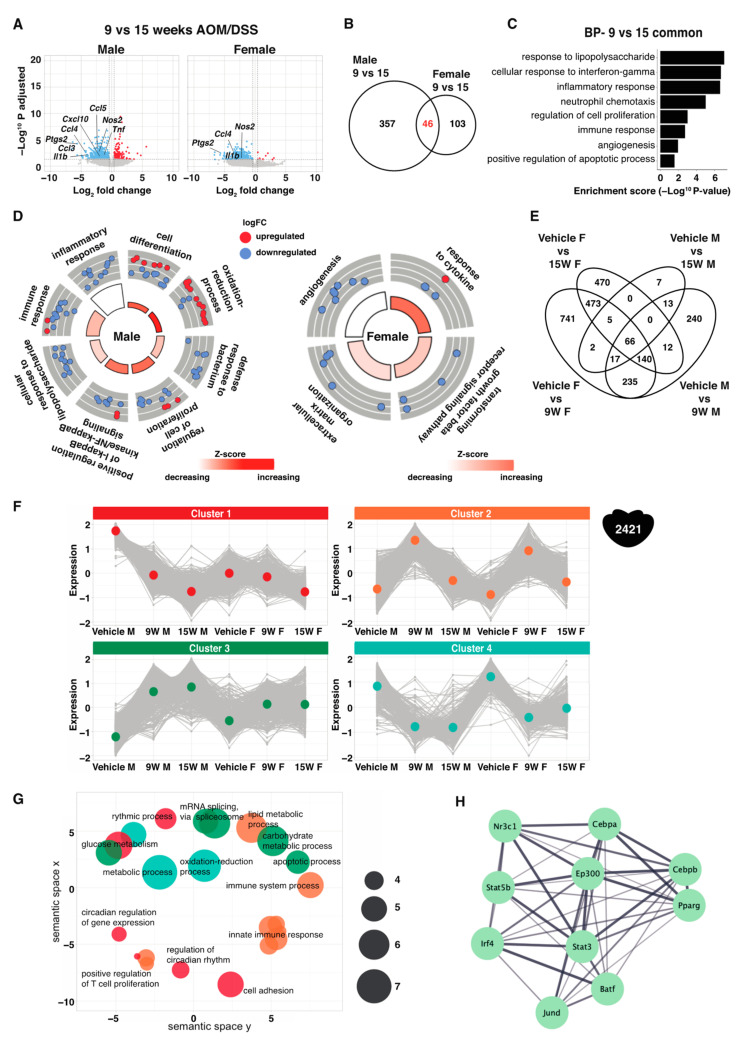
Sex differences in the response to acute and chronic inflammation. (**A**) Volcano plot showing DEGs between 9 weeks and 15 weeks of AOM/DSS treatment. (**B**) Venn diagram illustrating common and sex-specific responses after 15 weeks of AOM/DSS treatment compared to at 9 weeks. (**C**) BP enrichment analysis of the common and (**D**) sex-specific DEGs between 9 and 15 weeks of AOM/DSS treatment. (**E**) Venn diagram illustrating the 2421 total DEGs between vehicle treated and following 9 weeks of and 15 weeks AOM/DSS treatment in both sexes. M for male, F for female. (**F**) The 2421 DEGs were divided into four different clusters and their expression is presented as mean-centered and scaled FPKM values in line plots. (**G**) Corresponding BPs separated based on cluster in semantic space. The size of the bubbles corresponds to the enrichment score (−log 10 (*p* value)). (**H**) Transcription factors predicted with BART for the DEGs between 9 and 15 weeks of AOM/DSS treatment.

## Data Availability

Gene expression data are deposited in the NCBI Gene Expression Omnibus database (GSE201360).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms231810408/s1.

# Supplementary material for: Colitis Induces Sex-Specific Intestinal Transcriptomic Responses in Mice
**Source:** Int J Mol Sci. 2022 Sep 8;23(18):10408. doi: 10.3390/ijms231810408
**Supplement:** Supplementary file 1

Supplementary information for

## **Sex-Specific Transcriptomic Response to AOM/DSS-Induced Colitis and Colitis Associated Colorectal Cancer**

Linnea Hases, Madeleine Birgersson, Rajitha Indukuri, Amena Archer and Cecilia Williams

**This PDF file includes:**

**Figure S1:** RNA-sequencing quality.

**Figure S2:** Transcription factors predicted with BART analysis in both mouse and human.

**Figure S3:** Sex differences in the transcriptome during vehicle, 9 weeks, and 15 weeks AOM/DSS treatment.

**Figure S4:** Transcriptomic differences between 15 and 9 weeks AOM/DSS treatment.

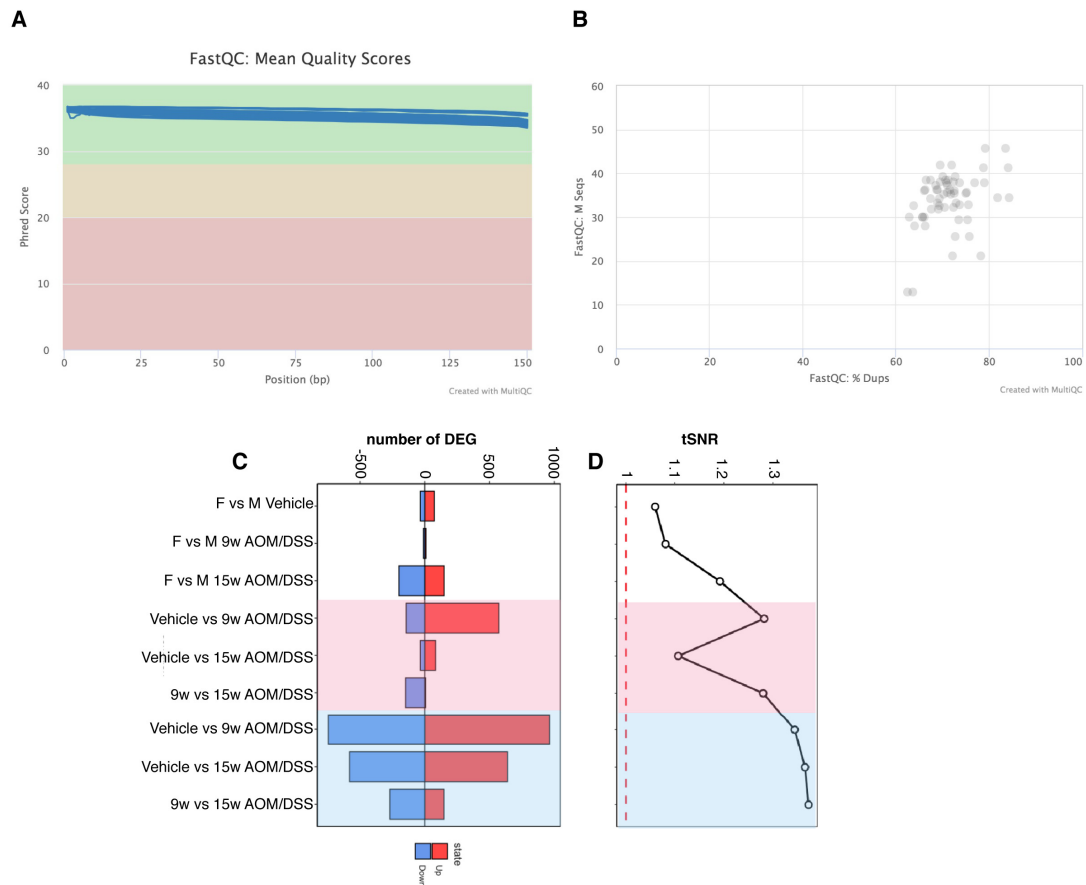

**Figure S1. Good quality of the RNA-sequencing.** (A) The mean quality score was between 30 and 40 for all 150 bp for all samples sequenced. (B) The number of million sequenced reads plotted against the percentage of duplicates. (C) The number of upregulated and downregulated differentially expressed genes (DEG) between all different comparisons. (D) The transcriptomic signal to noise ratio (tSNR) was larger than one for all the comparisons tested.

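Over the 30 libraries the reads counted on genes had a median of 24697064.5 per library. The 10 genes with the most counts took from 7.45% of a library's counts in male vehicle replicate 1 to 25.5% in female 15-week replicate 2. Between 17559 and 21252 genes had at least 1 count, the fewest in male 15-week replicate 4. Female vehicle replicate 5, the library with the lowest total, lay apart from its group. The share of duplicate reads cannot be read from gene counts and was not analysed here.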

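With the adjusted p under 0.05 and neither the fold change nor the FPKM minimum, 41 genes passed between the sexes with vehicle, 8 at 9 weeks and 36 at 15 weeks. For AOM/DSS against vehicle, 1640 passed in males and 682 in females at 9 weeks, and 2345 and 19 at 15 weeks, and between the time points 0 passed in either sex.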

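For the time points, the tSNR of 15 against 9 weeks was 1.19 (exact permutation p = 0.00794, adjusted p = 0.0238) in males and 1.103 (exact permutation p = 0.0794, adjusted p = 0.0873) in females. In the leave-one-out fits it ran from 1.12 without male 9-week replicate 2 to 1.395 without male 15-week replicate 5 in males, and from 0.961 without female 9-week replicate 1 to 1.69 without female 9-week replicate 5 in females, where the latter was the only fit with a permutation p under 0.05. On the 500 most variable genes the tSNR of all 9 comparisons lay between 1.15 and 1.94.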

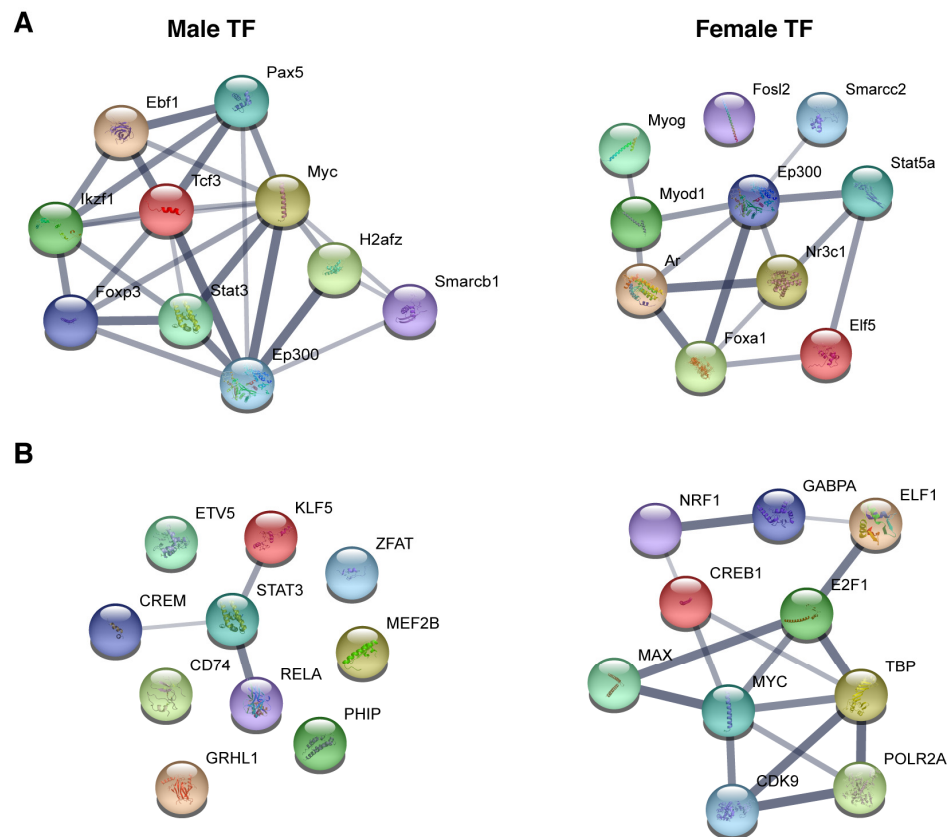

**Figure S2. Transcription factors predicted with BART analysis in both mouse and human. (A)** Transcription factors (TF) predicted with BART analysis in a high-fat diet (HFD) induced colitis model (compared to control diet) in males and females and **(B)** in human colorectal cancer (CRC) compared to normal colon.

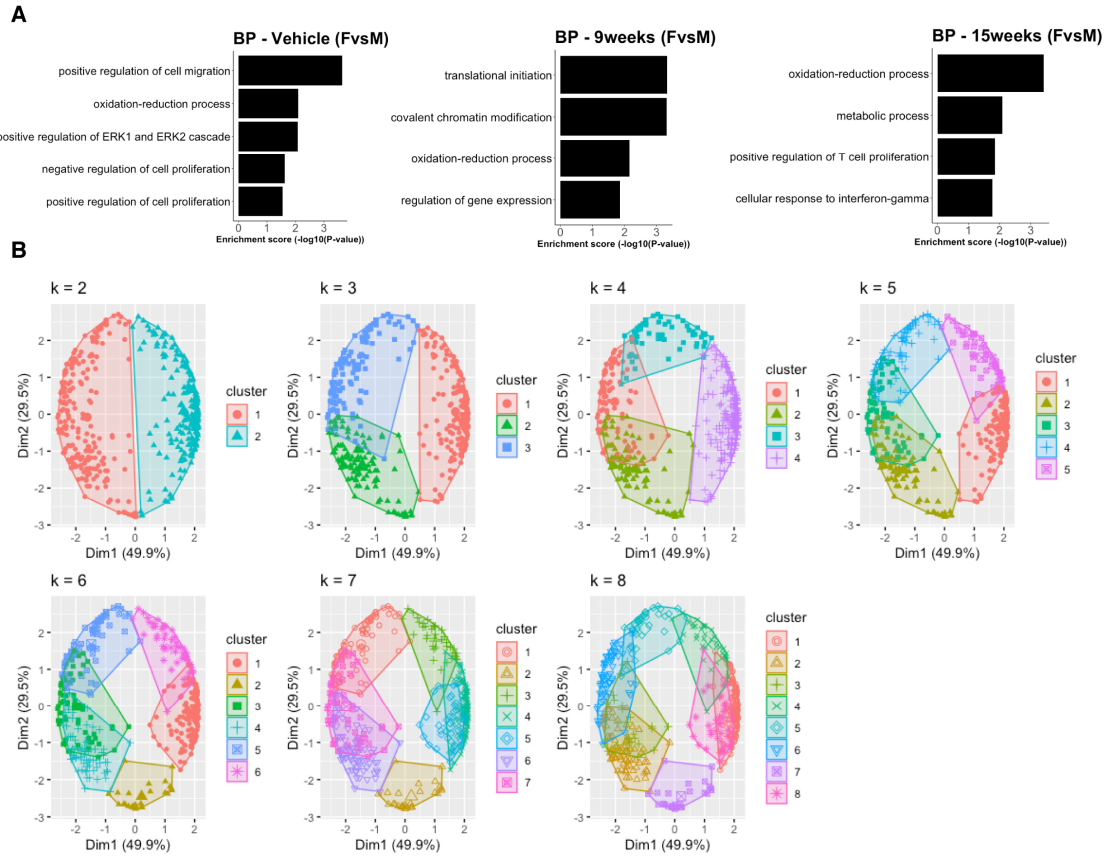

**Figure S3. Sex differences in the transcriptome during vehicle, 9 weeks, and 15 weeks AOM/DSS treatment.** (A) Biological process enrichment analysis for the DEG between sexes in vehicle, 9 weeks, and 15 weeks AOM/DSS treatment. (B) K-mean clustering plots ( $k=2$  to  $k=8$ ) of genes DEG between sexes.  $k=3$  showed the clearest separation between genes.

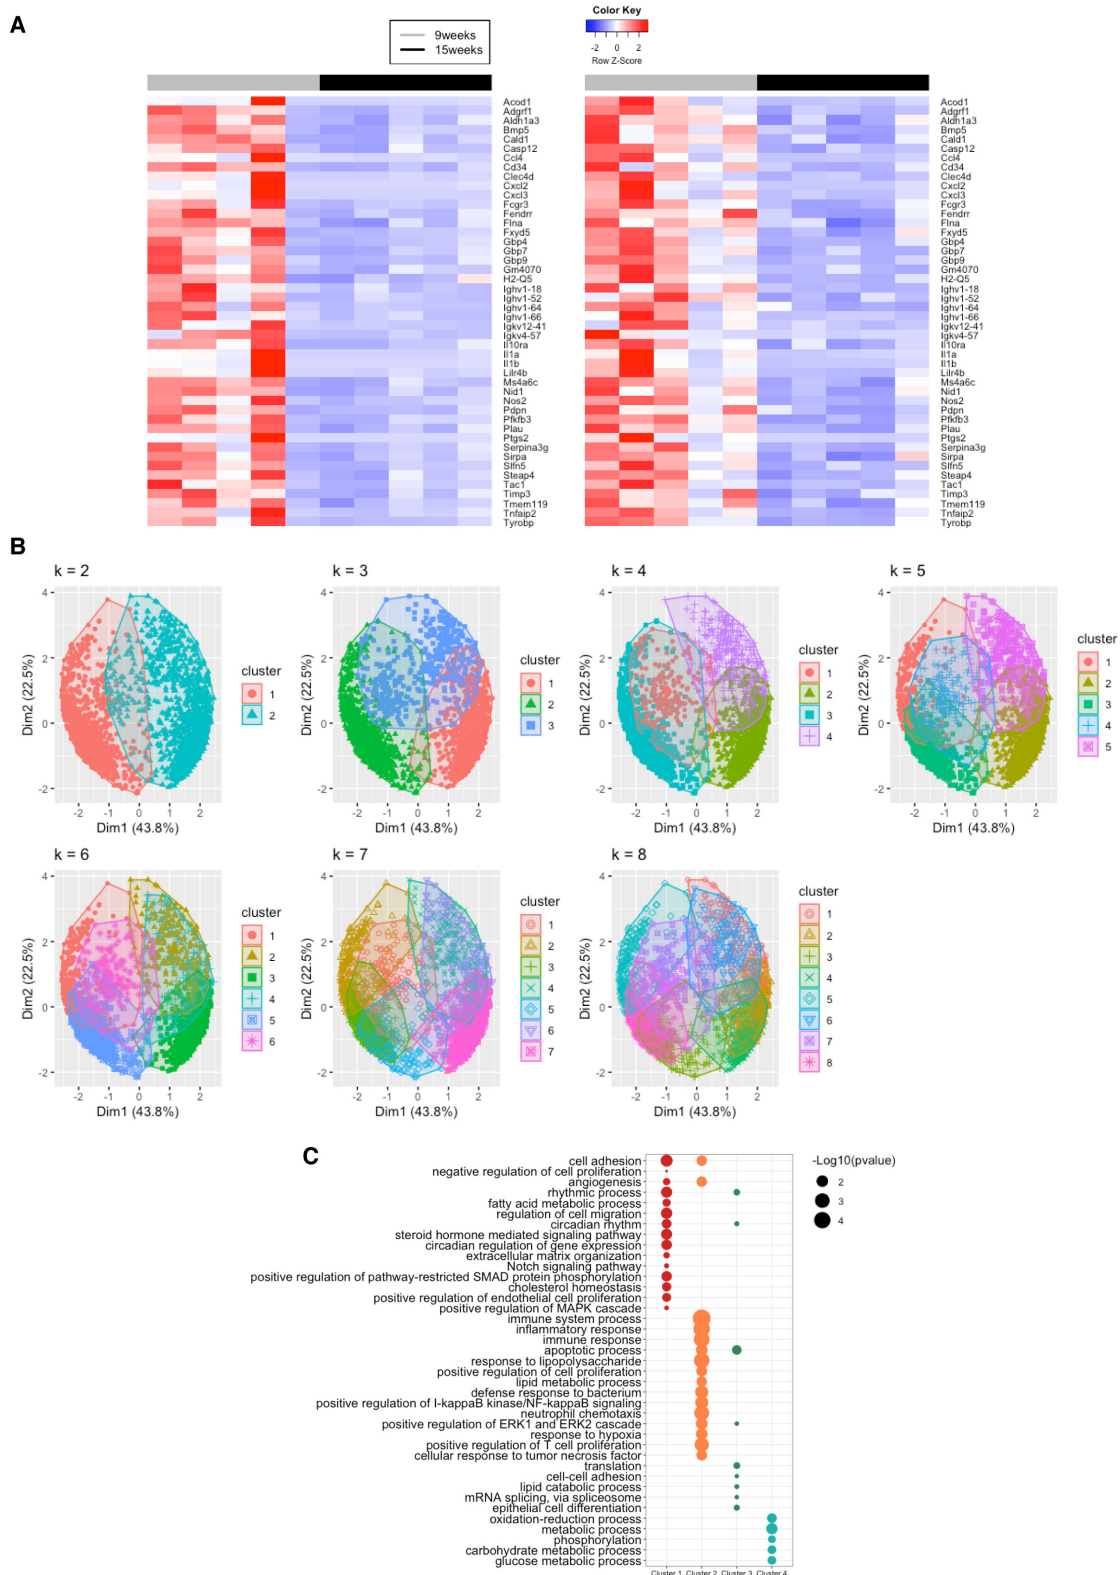

**Figure S4. Transcriptomic differences between 15 and 9 weeks AOM/DSS treatment. (A)** Heatmap of the common DEG in females (left) and males (right) comparing 9 week- and 15 week-AOM/DSS treatment. **(B)** K-mean clustering plots (k=2 to k=8) of genes DEG between vehicle and AOM/DSS treatments in both sexes. k=4 showed the clearest separation between genes. **(C)** BPs separated based on the four clusters, the size of the bubbles corresponds to the enrichment score ( $-\log_{10}(\text{Pvalue})$ ).

How the deposited data were processed for this re-analysis (not part of the article)

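Colon epithelium scraped from male and female C57BL/6J mice was studied in 30 libraries of 6 groups, vehicle-treated, 9 weeks of AOM/DSS and 15 weeks of AOM/DSS in each sex, with 5 mice per group and 1 library per mouse. AOM was injected at 10 mg/kg and DSS was given at 2.5% in 3 cycles. Vehicle-treated mice were killed at 9 weeks and served as the baseline for both time points. No vehicle group was killed at 15 weeks, so the responses at 15 weeks mix treatment with time since the start. Each library was assigned to its group from the authors' labels, and no sample was left out.

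The authors prepared poly(A)-selected stranded libraries, aligned paired reads to the mouse genome GRCm38 with STAR, and counted them on genes with featureCounts to give the raw counts, without normalization, in 1 table of 46078 genes over the 30 libraries. The FPKM values, as deposited, are the authors' StringTie estimates, fragments per kilobase of transcript scaled to the library size, in 1 file per library. The TPM values in the same files, as deposited, are the authors' StringTie estimates scaled to the same total in every library, and they were not used for any value here. A gene listed on more than 1 line of a library's FPKM file had its lines added, with 11 to 20 repeated lines per file, and 6 genes of the counts table were missing from at least 1 FPKM file. Gene positions are those of the authors' annotation on GRCm38. The paper's methods and its quality figure give different read lengths, which no value here uses.

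Counts on genes per library ran from 9265804 to 30806392. The lowest library, female vehicle replicate 5, had 9265804 counts against a group median of 25274774. Duplicate reads were not removed, so a count is not a count of independent molecules, and limits from the floor of 3 counts per library cover counting error only. The 60 pairs of libraries within groups were checked for copies of one another. Their Spearman correlations ran from 0.941 to 0.994 and their chi-square per degree of freedom from 14.8 to 325, and none was a copy.

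Differential expression was tested from the raw counts with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr, which left 16261, and libraries were scaled by TMM with factors from 0.832 to 1.10. A quasi-likelihood model with 1 coefficient per group was fitted to all 30 libraries, with a common biological coefficient of variation of 0.319. In 12 comparisons the sexes were compared in vehicle-treated mice and at each time, AOM/DSS was compared with vehicle in each sex and at each time, 15 weeks were compared with 9 weeks in each sex, and 3 interactions tested whether the male and female changes differed. A gene was a DEG when its Benjamini-Hochberg adjusted p in the comparison was under 0.05, its log2 fold change was beyond 0.4 in either direction and its mean FPKM was at least 1 in 1 of the compared groups, the thresholds the paper gives. The paper names DESeq2 for its tests and its text does not say which libraries entered each fit. Fold changes are males over females, AOM/DSS over vehicle, or 15 over 9 weeks.

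The variance-stabilizing transformation of DESeq2 1.42.0 gave the values for the principal components, taken from the 500 most variable genes, and for the tSNR, computed over the tested genes. The paper describes the tSNR as divergence over the variability of replicates with the Euclidean metric, and the ratio used here is the distance of the group means over the mean distance of the libraries to their own group mean. For both, the p is one-sided over the 126 splits of 10 libraries into 5 and 5, so the smallest it can be is 0.00794, and it was adjusted over 9 comparisons. K-means clustering used 4 clusters for the responses and 3 for the sex differences, 50 starts, and group mean FPKM scaled per gene.

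Gene lists were tested with camera (preset correlation 0.01) and fry of limma 3.58.1 on log2 CPM with a prior count of 2, in 23 lists and 12 comparisons, 276 tests adjusted together. Of the lists, 9 hold genes named or shown by the paper, picked by it on these same libraries in part, 2 hold clock genes of opposite phase, and 12 hold markers of mesenchyme, smooth muscle, plasma cells, B cells, T cells, neutrophils, macrophages, epithelium, Paneth cells, Wnt-driven tumours, distal colon and proximal colon, from general knowledge. The marker score of a library is the mean log2 CPM of a list, and the clock score is the mean of the day list minus that of the night list. Scores were compared between groups of 5 by exact two-sided permutation of the 252 splits, and interactions by all exchanges of the sex labels within each treatment. Correlations and distances between libraries were tested by 100000 random permutations. Genes named in the text are those the paper names for a value in these libraries, those of its circadian and AOM/DSS lists, and the DEGs of each comparison with the largest change among genes whose groups did not overlap, up to 2 in each direction. *Notum* was also named because its relation to the other tumour genes was tested.

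Before the data were examined, 10 alternatives for the gene tests were set. They were DESeq2 on all libraries, DESeq2 and edgeR on the compared libraries, DESeq2's size factors in edgeR, no filter on low counts, no FPKM minimum, the FPKM minimum applied before the adjustment, no fold change minimum, the replicate number as a block, and the mesenchyme score as a covariate. Each library was also left out in turn. Alternatives for the scores and distances were log2 CPM, log2 of FPKM plus 0.1, all tested genes and the 500 most variable genes, and fry was the alternative to camera. DESeq2 on the compared libraries with no filter on low counts was chosen after seeing the values. Each of the 12 comparisons was refitted with 100 splits of its libraries, the real one among them. After the values were seen, all libraries were also thinned to the lowest depth in 10 random draws, and splits were counted again outside the X and Y chromosomes. Dixon's test was applied to the 5 libraries of each group. Where all libraries of a group held at most 3 counts of a gene, the fold is given as a bound against that floor.

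The methods were tested on simulated data with 200 changed genes, taken from genes with a mean FPKM of at least 1 in every group. Counts were drawn independently for each gene and library, with the same baseline in all groups and the dispersion estimated for each gene. No library was made to lie apart from its group, and genes did not move together. The numbers found and falsely called hold for that setting and do not give the power or the error rate in these data. Of 100 genes changed by 1 log2 unit edgeR found 86 in the male response, of 100 changed by 2 it found 94, and 7 unchanged genes were called. For the interaction these numbers were 73, 92 and 10. DESeq2 found 92 and 98 in the male response, with 21 false calls, and on the compared libraries 92 and 96, with 40 false calls. EdgeR on the compared libraries found 82 and 93, with 2 false calls. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9. Gene ontology enrichment, transcription factor prediction and the paper's comparisons with other studies, human data and qPCR were not analysed here. Some genes that the paper names are not reported here one by one.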

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

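The 2 tests of the Y-linked counts, the comparisons of the male and female numbers of DEGs without female 9-week replicate 5, the levels and shared genes of the lists and the list scores without 1 library were chosen only after the result was seen, and the other tests in this part before.

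A library far from the other 4 of its group was looked for with Dixon's test, where the gap to the nearest library is divided by the range of the group. Chance alone gives 1 in 20 groups past the limit. Of 306 groups of 5 libraries 28 were past it, against 15.3 by chance, and 22 of these were among 248 groups for 66 genes. The genes share the libraries and move together, so these are not independent tests. Of the 28, most fall on 3 libraries, male vehicle replicate 1, female 9-week replicate 5 and female vehicle replicate 1, whose distances to the mean of their own group over all tested genes, 57.8, 54.97 and 47.4, were the largest of the 30.

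Male vehicle replicate 1 had a smooth muscle score of 8.73, against 2.12 to 3.59 in the other male vehicle libraries (gap over range 0.777), and was high for *Flna* (0.758), *Fxyd4* (0.7999) and *Sh3pxd2b* (0.713) and low for *Bex4* (0.748) and *Nr5a2* (0.723). Female vehicle replicate 1 had a mesenchyme score of 3.64, against 0.632 to 1.46 in the other female vehicle libraries (gap over range 0.726), and was high for *Flna* (0.849) and *Il1a* (1) and low for *Nfil3* (0.869) and *Pcdh17* (0.733). Its *Il1a* gap is the whole range because the other 4 libraries held the same value. Leaving these libraries out moved results. Without female vehicle replicate 1 there were 1047 DEGs between the vehicle-treated sexes in place of 29, and without male vehicle replicate 1 there were 9, while the male response at 15 weeks had 615 in place of 1451. With the mesenchyme score as a covariate there were 0 DEGs outside the sex chromosomes in place of 19, with 554 genes of all chromosomes at an unadjusted p under 0.05. Muscle and connective tissue in the scrapes are a candidate source. The score itself differed between the vehicle-treated sexes, so the loss does not show that those 19 came with such tissue. The part of the colon scraped, or disease in a single vehicle-treated mouse, stays open, and no biological explanation was tested for single mice.

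Female 9-week replicate 5 lay at 25.8 on the first principal component, against a group median of -6.89 (gap over range 0.714). It was low for *Axl* (0.722), *Bmp4* (0.755), *Flna* (0.757) and *Xist* (0.734). Its neutrophil score was -2.91, against 0.636 to 3.59 in the other 4 libraries of its group. Without it the female response at 9 weeks had 1030 DEGs in place of 471 and the male number of the fit on all 30 libraries, 1188, was 1.15 times as high, while in the fit without it the males had 1312, a ratio of 1.27, so this library is a candidate cause of the lower female number at that time. Its *Xist* counts of 15708 argue against a male library under that name. A mouse with a weak response and a scrape with little inflamed tissue both stay open and were not tested against each other.

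Female 15-week replicate 2 was low for *Cracr2a* (0.713), *Cry1* (0.793) and *Kdm6a* (0.893). Single libraries were past the limit in other groups, with female 15-week replicate 5 low for *Klrd1* (0.735), female 9-week replicate 4 low for *Nr1d2* (0.759), male 9-week replicate 4 low for *Eif2s3y* (0.712) and female vehicle replicate 4 low for *Nr3c2* (0.870). Female 9-week replicate 2 had the highest Paneth score of its group, 3.64 (gap over range 0.715). Female vehicle replicate 5 had the lowest depth (gap over range 0.739), at 9265804 counts, and its scaling is part of every fit. No technical or biological explanation was tested for them.

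The clock score changed differently in the sexes. From vehicle to AOM/DSS it fell by 2.42 in males and rose by 0.53 in females at 9 weeks, an interaction of -2.95 (permutation p = 0.0305), and fell by 2.41 and rose by 0.32 at 15 weeks, an interaction of -2.73 (p = 0.0312), each with an adjusted p of 0.0468 over 3 tests. In fits that left out 1 library the interaction ran from -3.49 without male vehicle replicate 4 to -2.35 without male vehicle replicate 1 at 9 weeks and from -3.28 to -2.13 without the same libraries at 15 weeks, with the permutation p as high as 0.0620 and 0.0642. By single genes 0 were past the threshold in either interaction, with 1205 and 1245 genes of all kinds at an unadjusted p under 0.05. The score was already apart in vehicle-treated mice, 2.36 higher in males (exact permutation p = 0.0397, adjusted p = 0.143). There the list of day genes had a median of 1.46 (10 of 10 higher in males) and the list of genes of the opposite phase a median of -0.66 (1 of 5 higher), so both arms of the clock moved, as a shift in the time of day of tissue collection or in the phase of the clock between the groups would make them. The time of killing of each mouse was not analysed here. A clock changed by disease in males alone stays open too and was not tested apart from such a shift. Of the day list 8 of 10 genes have an FPKM of 1 or more in vehicle-treated colon and 4 are on the paper's own lists, and of the other list 5 of 5 and 2. For connective tissue in the male vehicle scrapes, *Nr1d1* and *Tef*, the most abundant of the day list at 54.3 and 37.2 FPKM in male vehicle libraries, were 25.2 and 13.2 in female ones, while with the mesenchyme score as a covariate the day list was still past the threshold for the vehicle-treated sexes (camera adjusted p = 0.0048). Fry was not run with the covariate. Without it the day list passed fry in 1 comparison, the male response at 15 weeks, and not between the vehicle-treated sexes.

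Female vehicle replicate 4 held 74 counts of 4 Y-linked genes, with *Ddx3y* at 14, *Eif2s3y* at 39, *Kdm5d* at 14 and *Uty* at 7, where the other 14 female libraries held at most 1 in total and male libraries at least 2755. Both the sum and *Kdm5d* took the whole range of the group as the gap (1). The paper does not report it. A male mouse under a female label is excluded by a share of 1.501% of the male vehicle level and by *Xist* counts of 26922. RNA or reads from a male library would bring the 4 genes at equal shares. The shares ran from 0.976% to 2.16%, and an exact multinomial test of equal shares, computed from 100000 simulated draws, gave p = 0.0317, which is under 0.05 and by the prediction made for the test speaks against that explanation. It stays open because this is 1 library with 74 counts, duplicate reads were not removed, and the shares of a single source mouse differ from the group mean. No biological explanation was tested. Leaving the library out gave 8 DEGs between the vehicle-treated sexes and 354 in the female response at 9 weeks, in place of 29 and 471.

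Genes of Paneth cells, outside those the paper discusses, rose in males. In the 5 tested genes of the list, 2 of them at the floor in male vehicle libraries, the median log2 fold change was 5.64 at 9 weeks and 5.30 at 15 weeks, or 3.54 and 3.75 with the 2 genes at their bound, with all 5 higher, 3 DEGs at each time, and 4 and 5 past the threshold when adjusted over the list alone. Both were past the threshold with camera (adjusted p = 0.00243 and 0.00295) and fry (0.00996 and 0.0150). In females the medians were 2.78 and 2.01 with 4 of 5 higher and none a DEG, and 1 and 0 past the threshold over the list alone. The interactions were past the threshold with camera (adjusted p = 0.0164 and 0.0127) and not with fry (0.274 and 0.271), so a difference between the sexes is not shown by both. The list score rose by 3.37 at 9 weeks and 3.36 at 15 weeks, from 2.87 without male 9-week replicate 4 to 4.01 without male 9-week replicate 5 and from 2.49 without male 15-week replicate 5 to 3.83 without male 15-week replicate 1. *Ang4* had 79.7 FPKM with vehicle, 148.3 at 9 weeks and 584 at 15 weeks in males, and fell in females, from 185.1 to 81.8 and 94.2. *Lyz1* had 2.98, 33.9 and 35.2 in males and 1.297, 11.4 and 8.69 in females. Of the 5 genes 2 have an FPKM of 1 or more in vehicle-treated colon, and *Mmp7* is also on the tumour list. The reads of defensin genes are shared among paralogs, which would move the counts between members and not raise *Lyz1*, *Ang4* and *Mmp7* together. The rise was uneven among mice. At 9 weeks male replicates 1, 3 and 4 scored 4.06, 3.84 and 4.78, with *Notum* at 12.7, 7.25 and 20.1 CPM. Replicates 2 and 5 scored 0.919 and 0.222, with 0 and 0.0366 CPM. At 15 weeks male replicate 5 scored 6.24 with 34.1 CPM, but replicate 4 scored 2.395 with 0.205 CPM. Libraries with much *Notum* also hold other genes of the tumour list (rho = 0.775), while its relation to the Paneth score was not tested. Paneth cells in the lesions of inflamed colon are a candidate source that was not tested apart from tumour tissue.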

How the results depend on the processing

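One setting here, DESeq2 on the compared libraries with no filter on low counts, was chosen after seeing the values, and the others were set beforehand. Apart from the tests reported with single patterns elsewhere in this section, the cause of each change was not tested.

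The test mattered most for the small sets of DEGs. With edgeR there were 29 DEGs between the sexes with vehicle, 8 at 9 weeks and 30 at 15 weeks, 471 DEGs in females at 9 weeks, 16 at 15 weeks and 0 between the time points in either sex, with 2179 genes in males and 2046 in females at an unadjusted p under 0.05. DESeq2 on all libraries gave 476 DEGs between vehicle-treated males and females, 218 between the sexes at 15 weeks and 83 in females at 15 weeks. It gave 102 between the time points in males and 33 in females, 15 of them in both, and 64 shared by the sexes at 15 weeks. For the interactions it gave 1 DEG at 9 weeks, 4 at 15 weeks and 1 with time, where edgeR gave 0, with 1205, 1245 and 363 genes at an unadjusted p under 0.05.

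DESeq2 on the compared libraries gave 105, 20 and 366 DEGs between the sexes with vehicle, at 9 weeks and at 15 weeks, and 104 in females at 15 weeks. Between the time points it gave 397 in males, 126 in females and 42 in both, and the sexes shared 71 at 15 weeks. Its interactions had 2 DEGs at 9 weeks, 1 at 15 weeks and 2 with time. Without the filter on low counts, the setting chosen after seeing the values, the same fits gave 100, 20 and 341 between the sexes, 724 in females at 9 weeks and 112 at 15 weeks. They gave 402 between the time points in males, 152 in females and 48 in both, 72 shared at 15 weeks, and 3, 1 and 2 for the interactions.

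EdgeR on the compared libraries moved the numbers of DEGs both up and down. There were 7 between the sexes with vehicle, 265 in females at 9 weeks, 181 in males at 15 weeks in place of 1451, and 0 in females at 15 weeks, where 1434 genes had an unadjusted p under 0.05. The sexes shared 195 at 9 weeks in place of 313 and 0 at 15 weeks in place of 15, and between the time points 7 genes were DEGs in males.

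The mesenchyme score as a covariate left 7 DEGs between the sexes with vehicle, 176 in females at 9 weeks, 644 in males at 15 weeks and 1.6e+02 (rounded) shared at 9 weeks, and raised those between the sexes at 15 weeks to 106. The replicate number as a block left 12 between the sexes with vehicle, 8 in females at 15 weeks and 8 shared at 15 weeks. Applying the FPKM minimum before the adjustment gave 28 in females and 24 shared at 15 weeks. With no FPKM minimum, 1 gene was a DEG for the interaction at 15 weeks. DESeq2's size factors, no filter on low counts and no fold change minimum moved no number of DEGs by more than 1.5 times.

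For the separation of groups, the tSNR between the sexes at 9 weeks rose from 0.892 to 1.16 on the 500 most variable genes (exact permutation p = 0.0159). On log2 CPM the principal component distance of the female response at 15 weeks was 29.0 and that of females at 15 against 9 weeks 38.2, each with an exact permutation p of 0.0397, while their p was above 0.05 on variance-stabilized values. On log2 FPKM the mesenchyme score of males fell by 2.36 from vehicle to 15 weeks (exact permutation p = 0.0317), against 2.38 and p = 0.0556 on log2 CPM. Of the 276 gene list tests 49 passed with fry, 44 of them also with camera, which passed more. All tested genes in place of 500 for the principal components changed no call, nor did DESeq2's size factors for the scores.

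Leaving out 1 of the compared libraries moved many of the numbers of DEGs. Between the sexes they ran from 8 without female vehicle replicate 2 to 1047 without female vehicle replicate 1 with vehicle, and from 12 without female 15-week replicate 1 to 83 without female 15-week replicate 5 at 15 weeks. Male responses ran from 769 without 9-week replicate 2 to 1409 without vehicle replicate 4 at 9 weeks, and from 615 without vehicle replicate 1 to 1954 without vehicle replicate 4 at 15 weeks. Female responses ran from 232 without 9-week replicate 4 to 1030 without 9-week replicate 5, and from 2 without vehicle replicate 3 to 32 without 15-week replicate 1. Shared DEGs ran from 186 without female 9-week replicate 4 to 491 without female 9-week replicate 5 at 9 weeks, and from 2 without female vehicle replicate 3 to 29 without female 15-week replicate 1 at 15 weeks. Between the time points there were 0 to 6 in males, the latter without 9-week replicate 4, 0 to 312 in females, the latter without 9-week replicate 5, and 0 to 1 in both. The interaction at 15 weeks had 0 to 3, the latter without male vehicle replicate 2, and those at 9 weeks and with time had 0 in each fit. DEGs in at least 1 of the 3 sex differences, 51 with edgeR on all libraries, ran from 20 without female 15-week replicate 1 to 1113 without female vehicle replicate 1, and from 30 with the block to 663 with DESeq2. DEGs in at least 1 of the 4 responses, 2130, ran from 1284 without male vehicle replicate 1 to 2735 without female 9-week replicate 5, and from 1266 with edgeR on the compared libraries to 2946 with no FPKM minimum.

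In the same fits the tSNR of the sexes ran from 1.199 without female vehicle replicate 2 to 1.74 without female vehicle replicate 1 with vehicle, from 0.877 without male 9-week replicate 3 to 1.02 without female 9-week replicate 1 at 9 weeks, and from 1.05 without female 15-week replicate 4 to 1.26 without male 15-week replicate 1 at 15 weeks. That of the female response at 9 weeks ran from 1.24 without female 9-week replicate 4 to 1.88 without female 9-week replicate 5, and that of females at 15 against 9 weeks from 0.961 without female 9-week replicate 1 to 1.69 without female 9-week replicate 5. The principal component distance of the sexes ran from 21.3 without male vehicle replicate 1 to 34.1 without female vehicle replicate 1 with vehicle and from 4.56 without female 9-week replicate 5 to 15.4 without female 9-week replicate 1 at 9 weeks. For females it ran from 23.6 without female 9-week replicate 4 to 32.2 without female 9-week replicate 5 at 9 weeks, from 13.9 without female 15-week replicate 2 to 17.6 without female vehicle replicate 2 at 15 weeks, and from 16.4 without female 9-week replicate 1 to 26.8 without female 9-week replicate 5 between the time points. For each of these the permutation p crossed 0.05 in at least 1 fit.

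The mesenchyme score ran from 2.01 without male vehicle replicate 1 to 3.10 without female vehicle replicate 1 between the sexes with vehicle. In the male response it ran from -0.82 without male vehicle replicate 3 to 0.056 without male vehicle replicate 1 at 9 weeks and from -2.82 without male 15-week replicate 5 to -1.84 without male vehicle replicate 1 at 15 weeks, and in the female response from 1.62 without female 9-week replicate 2 to 2.38 without female vehicle replicate 1 and from -0.14 without female 15-week replicate 5 to 0.62 without female vehicle replicate 1. Its interactions ran from -2.87 without female vehicle replicate 1 to -1.78 without male vehicle replicate 1 at 9 weeks and from -3.00 without female vehicle replicate 1 to -1.91 without male vehicle replicate 1 at 15 weeks. The smooth muscle score ran from -2.52 without male vehicle replicate 3 to -0.87 without male vehicle replicate 1 in the male response at 9 weeks, from -3.64 without male 15-week replicate 2 to -1.97 without male vehicle replicate 1 at 15 weeks, from -0.35 without female vehicle replicate 3 to 0.41 without female vehicle replicate 1 in the female response at 15 weeks, and from -3.56 without male 15-week replicate 2 to -1.89 without male vehicle replicate 1 for the interaction at 15 weeks. The mesenchyme change in males at 9 weeks and both changes in females at 15 weeks changed direction in at least 1 fit.

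The clock score ran from 1.75 without male vehicle replicate 1 to 2.90 without male vehicle replicate 4 between the sexes with vehicle and from -0.68 without female 15-week replicate 1 to 0.067 without female 15-week replicate 4 at 15 weeks. It ran from -2.96 without male vehicle replicate 4 to -1.81 without male vehicle replicate 1 in the male response at 9 weeks and from -0.12 without female 15-week replicate 4 to 0.72 without female vehicle replicate 1 in the female response at 15 weeks. For 15 against 9 weeks it ran from -0.40 without male 9-week replicate 3 to 0.54 without male 9-week replicate 5 in males and from -0.65 without female 15-week replicate 4 to 0.10 without female 9-week replicate 2 in females. Its interactions with sex ran from -3.49 without male vehicle replicate 4 to -2.35 without male vehicle replicate 1 at 9 weeks, from -3.28 without male vehicle replicate 4 to -2.13 without male vehicle replicate 1 at 15 weeks and from -0.19 without male 9-week replicate 3 to 0.75 without male 9-week replicate 5 with time.

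For the 185 gene values, each a named gene in 1 comparison, some settings turned a small change around. The value of *Nr1i3* in the female response at 9 weeks, -0.001 with edgeR on all libraries, was 0.005 with DESeq2, 0.011 with DESeq2 on the compared libraries, 0.010 with DESeq2 without the filter, 0.007 with edgeR on the compared libraries, 0.001 with DESeq2's size factors, 0.001 without the filter on low counts, and 0.066 with the replicate block. The block also turned *Cry1* in females at 15 weeks to -0.006 and *Per2* to 0.037.

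With the mesenchyme score as a covariate, *Ptgs2* in males at 15 weeks turned to 0.686, *Nfil3* in females at 9 weeks to 0.373, *Flna* in females at 9 weeks to -0.237, *Axl* in males at 9 weeks to 0.239 and *Per2* in females at 15 weeks to 0.103. Interactions at 9 weeks turned to 0.395 for *Arntl2*, -0.051 for *Pparg*, 0.366 for *Elk3*, 0.023 for *Ets1*, 0.088 for *Sh3pxd2b* and -0.150 for *Nr3c1*.

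Leaving out 1 library turned the direction of 18 of these values around. In the female response at 9 weeks, *Nr1d1* from -0.208 without female 9-week replicate 5 to 0.141 without female vehicle replicate 1, *Nfil3* from -0.406 without female 9-week replicate 4 to 0.086 without female 9-week replicate 2, *Nr1d2* from -0.109 without female vehicle replicate 4 to 0.110 without female 9-week replicate 4, *Nr1h3* from -0.235 without female 9-week replicate 5 to 0.001 without female vehicle replicate 1, *Nr1i3* from -0.222 without female 9-week replicate 2 to 0.552 without female vehicle replicate 1, *Pparg* from -0.047 without female 9-week replicate 5 to 0.301 without female vehicle replicate 3 and *Nr4a1* from -0.297 without female 9-week replicate 4 to 0.166 without female vehicle replicate 4 changed direction. The female response at 15 weeks had *Cry1* from -0.082 without female vehicle replicate 1 to 0.152 without female 15-week replicate 2, *Per2* from -0.524 without female 15-week replicate 4 to 0.592 without female vehicle replicate 1 and *Per3* from -0.560 without female 15-week replicate 4 to 0.148 without female vehicle replicate 1. Male responses had *Flna* from -2.164 without male vehicle replicate 3 to 0.267 without male vehicle replicate 1 and *Axl* from -0.989 without male vehicle replicate 3 to 0.254 without male vehicle replicate 1 at 9 weeks, and *Cxcl1* from -0.256 without male 15-week replicate 5 to 1.956 without male vehicle replicate 5 and *Ccl4* from -0.812 without male 15-week replicate 5 to 0.846 without male vehicle replicate 2 at 15 weeks. Interactions at 9 weeks had *Vdr* from -0.156 without male vehicle replicate 4 to 0.068 without female 9-week replicate 5, *Sh3pxd2b* from -0.385 without female 9-week replicate 5 to 0.001 without male vehicle replicate 1 and *Stat3* from -0.043 without female 9-week replicate 5 to 0.113 without male vehicle replicate 1, and the sex difference at 9 weeks had *Rbp2* from -0.391 without female 9-week replicate 1 to 0.013 without female 9-week replicate 5.

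Other gene values crossed the thresholds without a change of direction. Of the 185 values, 165 had a value with DESeq2 and edgeR on the compared libraries, where the filter on low counts took out the other genes. These were 2 weaker and 20 stronger with DESeq2 on all libraries, 3 weaker and 33 stronger with DESeq2 on the compared libraries, 4 weaker and 33 stronger with DESeq2 without the filter, 24 weaker and 4 stronger with edgeR on the compared libraries, 15 weaker and 4 stronger with the covariate, and 12 weaker and 0 stronger with the block. There were 9 weaker and 0 stronger without the filter on low counts, 1 weaker and 0 stronger with DESeq2's size factors, 0 weaker and 3 stronger with no FPKM minimum, and 0 weaker and 1 stronger with that minimum before the adjustment, and no value changed without the fold change minimum. Over the 2150 values of the fits that each left out 1 library, 148 were weaker, 20 stronger and 42 reversed.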

Differences from the paper's values

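DESeq2 on the compared libraries with no filter on low counts was chosen after seeing the values, and the other settings before the data were examined. A number was taken to differ when one was more than 1.5 times the other, and a log2 fold change when it lay more than its standard error away. Of 123 values of the paper that were also computed here 19 differed, among them 1 of 86 log2 fold changes, that of a gene with 0 counts in 1 sex. Settings not named with a value did not come within these limits of the paper's value.

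Between the sexes with vehicle the paper gives 100 DEGs, 67 higher in males and 33 higher in females, and 29, 23 and 6 were found here, while DESeq2 on the compared libraries gave 105, 71 and 34. At 9 weeks the paper gives 20 DEGs against 8 here, and DESeq2 on the compared libraries gave 20. At 15 weeks the paper gives 338, 1.4e+02 (rounded) of them higher in males and 194 higher in females, against 30, 20 and 10 here. On the compared libraries DESeq2 gave 366, with 212 higher in females and the others higher in males, and DESeq2 on all libraries came within the limit for those higher in males alone, with 113. Over the 3 conditions the paper gives 430 DEGs between the sexes against 51 here. The number was 464 with DESeq2 on the compared libraries, and edgeR gave 397 without male vehicle replicate 3 and 474 without male vehicle replicate 4. The setting chosen after seeing the values, DESeq2 on the compared libraries without the filter, gave 100, 67 and 33 with vehicle, 20 at 9 weeks, 341, 145 and 196 at 15 weeks, and 433 over the conditions.

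For females at 9 weeks the paper gives 723 DEGs against 471 here, of which its Table S2 lists 265 as not shared with males and its text gives 225, against 1.6e+02 (rounded) here, the 471 without the 313 shared, which is within the limit of the 225. The number of DEGs was 692 with DESeq2, 671 with DESeq2 on the compared libraries, 659 with no FPKM minimum, 494 with no fold change minimum, 657 without female vehicle replicate 1 and 1030 without female 9-week replicate 5. Those not shared with males were 261 with DESeq2, 241 with DESeq2 on the compared libraries and 266 with no FPKM minimum. For females at 15 weeks the paper gives 110 DEGs against 16 here, while DESeq2 gave 83 and DESeq2 on the compared libraries 104. The paper gives 39 of them as not shared with males against 1 here, and DESeq2 on the compared libraries gave 33. As shared at 15 weeks the paper's text gives 79 and its Table S3 lists 71, against 15 here, while DESeq2 gave 64 and DESeq2 on the compared libraries 71. The setting chosen after seeing the values gave 724 and 265 at 9 weeks, and 112, 40 and 72 at 15 weeks.

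Between the time points the paper's Figure 5B shows about 400 DEGs in males and about 150 in females, read by eye, and its text gives 46 in both sexes. Here there were 0 in males, 0 in females and 0 in both, with 2179 genes in males and 2046 in females at an unadjusted p under 0.05. DESeq2 on the compared libraries gave 397, 126 and 42, and without the filter, the setting chosen after seeing the values, it gave 402, 152 and 48.

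For *Gm28588* in vehicle-treated mice the paper's Table S1 lists a log2 fold change of 8.83 against 9.62 here. All female libraries held 0 counts, so both values depend on the method, and a difference in the gene is not shown. It was 8.835 with DESeq2, 8.830 with DESeq2 on the compared libraries and 8.827 without the filter, the setting chosen after seeing the values. For *Xist* the paper's text gives a 12-fold difference, and the linear fold here was 6499. On the log2 scale the difference here was -12.67 for males over females and the paper's Table S1 lists -12.72.

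The paper states that the tSNR exceeded 1 in every comparison. Here it was 0.892 for the sexes at 9 weeks and 0.954 for the female response at 15 weeks, and on the 500 most variable genes these were 1.16 and 1.15. It was also above 1 for the former without female 9-week replicate 1, at 1.025, and for the latter without female 15-week replicate 5, at 1.07. The paper states that vehicle and AOM/DSS lay further apart at 15 weeks than at 9 weeks. On the first 2 components the distance here was 30.8 at 9 weeks and 23.0 at 15 weeks in males. In females it was 26.1 and 15.6. On log2 CPM and on all tested genes it was also smaller at 15 weeks in both sexes. The paper states that the sexes differed most at 15 weeks. DEGs here numbered 30 at 15 weeks and 29 with vehicle, and the tSNR was 1.096 and 1.32. The tSNR and the distance between the sexes on the first 2 components, 27.4 with vehicle and 18.4 at 15 weeks, kept that order in every alternative. For the DEGs the 15-week number was well above the other with DESeq2 on the compared libraries, at 366 against 105, with the mesenchyme score as a covariate, at 106 against 7, with edgeR on the compared libraries, at 35 against 7, with the FPKM minimum before the adjustment, at 36 against 23, and with the replicate number as a block, at 25 against 12. Smaller gaps that way came with no filter on low counts, 26 against 23, and DESeq2's size factors, 30 against 26. The setting chosen after seeing the values gave 341 against 100. The vehicle number was the larger with DESeq2 on all libraries, at 476 against 218, with no FPKM minimum, at 41 against 36, and in the fits without female vehicle replicate 1 or male vehicle replicate 2, 3, 4 or 5. The same held without female 15-week replicate 1 or 3 or male 15-week replicate 1 or 3.

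The paper names several genes as DEGs that were not DEGs here in all the conditions it gives. Between the sexes it gives *Kdm6a* and *Kdm5c* for every condition, and *Cd7* and *Rbp2* at 15 weeks. The log2 fold changes here were -0.75 for *Kdm6a* with vehicle (adjusted p = 0.0660), -0.85 for *Kdm6a* at 9 weeks (adjusted p = 0.0986), -0.48 for *Kdm5c* at 9 weeks (adjusted p = 0.151), -1.84 for *Cd7* (adjusted p = 0.0991) and 0.87 for *Rbp2* (adjusted p = 0.129). Under DESeq2 on the compared libraries each of them was a DEG, and without the filter on low counts, a setting chosen after seeing the values, all 5 were. On all libraries DESeq2 called *Kdm6a* with vehicle, *Kdm6a* at 9 weeks, *Kdm5c* at 9 weeks and *Cd7*, and edgeR on the compared libraries called *Kdm6a* at 9 weeks. Among fits with 1 library left out, DEGs were *Kdm6a* with vehicle and *Kdm6a* at 9 weeks without either female 15-week replicate 2 or male 15-week replicate 5, and *Kdm6a* with vehicle without any one of female vehicle replicate 1, male vehicle replicate 3 and male vehicle replicate 4. *Kdm5c* was a DEG here with vehicle (adjusted p = 0.00146) and at 15 weeks (adjusted p = 0.0427). *Kdm6a* at 15 weeks was not a DEG here either, at -0.76 (adjusted p = 0.0618), and was one with DESeq2 on all libraries, with the mesenchyme score as a covariate and without female 15-week replicate 2, but not with DESeq2 on the compared libraries.

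In males at 9 weeks the paper names nuclear receptors and inflammatory genes, and its Figure 2E shows circadian genes, that were not DEGs here. Their log2 fold changes were -1.39 for *Nr1i3* (adjusted p = 0.0613), -1.10 for *Esrrg* (adjusted p = 0.196), 0.56 for *Pparg* (adjusted p = 0.118), 2.23 for *Cxcl1* (adjusted p = 0.136), 2.11 for *Ccl8* (adjusted p = 0.0620), -0.62 for *Ddc* (adjusted p = 0.0649), 0.55 for *Fas* (adjusted p = 0.0942) and -1.42 for *Slc6a4* (adjusted p = 0.0765). On the compared libraries with DESeq2 each of them was a DEG, and without the filter on low counts, a setting chosen after seeing the values, all 8 were. Run on all libraries, DESeq2 called *Nr1i3*, *Ccl8*, *Ddc* and *Slc6a4*, and edgeR on the compared libraries called *Nr1i3*, *Esrrg*, *Ccl8*, *Ddc* and *Slc6a4*, and the mesenchyme score as a covariate called *Cxcl1* and *Ccl8*. With 1 library left out, DEGs were *Nr1i3* and *Ccl8* without female vehicle replicate 1, *Nr1i3* and *Ddc* without male 15-week replicate 4, *Pparg* and *Ddc* without male vehicle replicate 3, and *Ccl8* without either female 15-week replicate 1 or female 15-week replicate 2. In other such fits DEGs were *Nr1i3* without either female 9-week replicate 5 or male vehicle replicate 4, and *Ddc* without male 15-week replicate 1. *Per3*, which the paper names for 15 weeks alone, was a DEG in males at 9 weeks here at -1.54 (adjusted p = 0.0450), and in 4 of the 10 fits.

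In males at 15 weeks the paper names *Nr1d1* and *Per2*, which were not DEGs here, at -1.07 for *Nr1d1* (adjusted p = 0.0513) and -1.47 for *Per2* (adjusted p = 0.0654). With DESeq2 on the compared libraries each of them was a DEG, and without the filter on low counts, a setting chosen after seeing the values, both were. DESeq2 on all libraries called *Nr1d1* and *Per2*, and edgeR on the compared libraries called *Per2*. Of the fits that left out 1 library, DEGs were *Nr1d1* and *Per2* without either female vehicle replicate 1 or male vehicle replicate 4, and *Nr1d1* without any one of female 15-week replicate 3, female 15-week replicate 4, female 9-week replicate 4, male 9-week replicate 3, male 9-week replicate 4, male 9-week replicate 5 and male vehicle replicate 2.

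The paper's Figure 2E also shows genes in females at 9 weeks, and its Table S2 lists *Ccl20*, a gene its text names, and these were not DEGs here. The log2 fold changes were 2.41 for *Dlk1* (adjusted p = 0.0848), 2.13 for *Col18a1* (adjusted p = 0.0598), 1.88 for *Plau* (adjusted p = 0.0905), 1.71 for *Axl* (adjusted p = 0.148), 1.70 for *Bmp5* (adjusted p = 0.138), 1.51 for *Thy1* (adjusted p = 0.0582), 1.42 for *Bmp4* (adjusted p = 0.215), 1.24 for *Mmp2* (adjusted p = 0.283), 1.14 for *Pdlim7* (adjusted p = 0.127) and 1.099 for *Flna* (adjusted p = 0.370). The others were 0.92 for *Fmnl3* (adjusted p = 0.119), 0.68 for *Taf4b* (adjusted p = 0.0639), 0.45 for *Itgb1bp1* (adjusted p = 0.0908), 0.44 for *Parp11* (adjusted p = 0.0862), -0.45 for *Amigo1* (adjusted p = 0.0785), -0.47 for *Foxa3* (adjusted p = 0.196), -0.51 for *Notch1* (adjusted p = 0.0750), -0.57 for *Mycbpap* (adjusted p = 0.278), -0.69 for *Tle3* (adjusted p = 0.104) and 1.27 for *Ccl20* (adjusted p = 0.228). Under DESeq2 on the compared libraries each of them was a DEG, and without the filter on low counts, a setting chosen after seeing the values, all 20 were. On all libraries DESeq2 called *Dlk1*, *Col18a1*, *Plau*, *Thy1*, *Taf4b*, *Parp11*, *Amigo1* and *Notch1*, and edgeR on the compared libraries called *Pdlim7*, and the mesenchyme score as a covariate called *Parp11* and *Notch1*, and the replicate number as a block called *Col18a1*, *Plau* and *Thy1*. Among fits with 1 library left out, DEGs were *Dlk1*, *Col18a1*, *Plau*, *Thy1*, *Fmnl3*, *Taf4b* and *Tle3* without female 9-week replicate 5, *Col18a1*, *Plau*, *Axl*, *Bmp5* and *Thy1* without female vehicle replicate 1, *Col18a1*, *Thy1*, *Pdlim7* and *Flna* without male vehicle replicate 1, and *Col18a1* and *Thy1* without male 15-week replicate 5. In other such fits DEGs were *Taf4b* without any one of female 15-week replicate 2, female 15-week replicate 3 and female vehicle replicate 4, *Notch1* without female 9-week replicate 2, and *Thy1* without male vehicle replicate 3.

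For females at 15 weeks, genes shown in the paper's Figure 3C and the markers *Nos2* and *Tnf*, which its Table S3 lists, were not DEGs here. *S100a9* was at least 6.49-fold higher (adjusted p = 0.321), and the log2 fold changes of the others were 0.64 for *Camk2b* (adjusted p = 0.357), 1.77 for *Ccl5* (adjusted p = 0.358), -0.85 for *Cracr2a* (adjusted p = 0.299), 0.46 for *Lyn* (adjusted p = 0.289), -0.85 for *Sema3f* (adjusted p = 0.424), 1.91 for *Serpina3g* (adjusted p = 0.177), 2.34 for *Nos2* (adjusted p = 0.0686) and 1.85 for *Tnf* (adjusted p = 0.170). On the compared libraries with DESeq2 each but *S100a9* was a DEG, and without the filter on low counts, a setting chosen after seeing the values, all 9 were. Run on all libraries, DESeq2 called *Serpina3g*, *Nos2* and *Tnf*. With 1 library left out, DEGs were *Nos2* without any one of female 15-week replicate 1, female 9-week replicate 5 and male 15-week replicate 5.

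Of the genes the paper gives as different between the sexes at 15 weeks and also on a high-fat diet, others that its Table S5 lists were not DEGs here. Their log2 fold changes were 1.56 for *Abtb2* (adjusted p = 0.134), -1.09 for *Aspg* (adjusted p = 0.129), -0.77 for *Ces1e* (adjusted p = 0.124), -1.59 for *Chga* (adjusted p = 0.108), 1.01 for *Clca1* (adjusted p = 0.265), -2.44 for *Enpep* (adjusted p = 0.176), 2.17 for *Fmo1* (adjusted p = 0.208), -0.89 for *Meis3* (adjusted p = 0.116), 2.27 for *Nccrp1* (adjusted p = 0.101) and 0.79 for *Rtp4* (adjusted p = 0.159). With DESeq2 on the compared libraries each of them was a DEG, and without the filter on low counts, a setting chosen after seeing the values, all 10 were. DESeq2 on all libraries called *Abtb2*, *Aspg*, *Chga*, *Meis3* and *Nccrp1*, and the mesenchyme score as a covariate called *Abtb2* and *Nccrp1*. Of the fits that left out 1 library, DEGs were *Chga* and *Meis3* without female 9-week replicate 5, and *Ces1e* and *Nccrp1* without female vehicle replicate 1.

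From the same list of genes on both diets, the paper's Tables S1 and S4 list others at other times that were not DEGs here, at -0.69 for *5530601H04Rik* (adjusted p = 0.278), -0.55 for *Pbdc1* (adjusted p = 0.472), -0.67 for *Eif2s3x* at 9 weeks (adjusted p = 0.426), -0.58 for *Eif2s3x* with vehicle (adjusted p = 0.0701) and 2.04 for *Fmo1* with vehicle (adjusted p = 0.131). Under DESeq2 on the compared libraries each but *Fmo1* was a DEG, and without the filter on low counts, a setting chosen after seeing the values, all 5 were. On all libraries DESeq2 called *5530601H04Rik* and *Eif2s3x* with vehicle. Among fits with 1 library left out, DEGs were *Eif2s3x* with vehicle and *Fmo1* with vehicle without female vehicle replicate 1, and *Eif2s3x* at 9 weeks without female 9-week replicate 5.

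The paper gives a stronger rise of *Tnf*, *Il6* and *Il1b* in males at 9 weeks by qPCR. In these libraries the interaction was -0.30 (standard error 0.68, adjusted p = 0.940) for *Tnf*, -1.42 (standard error 1.71, adjusted p = 0.876) for *Il1b* and not past the threshold for *Il6* (adjusted p = 0.869), and no setting called any of them.

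In the male-specific column of the paper's Table S3, genes whose names start with M do not carry the values found here. Of the 48 that were tested, 22 differ by more than 0.5 log2 units and 15 have the opposite sign, against 0 of 1017 genes with other initials, and 0 of 62 in that column of Table S2 differ so. *Mmp28*, for example, is listed at -3.11 and was 1.27 here.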

Other observations

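The comparisons of the male and female numbers of DEGs without female 9-week replicate 5 and at equal depth, the splits by sex labels that tested those numbers, and the splits outside the sex chromosomes were chosen only after the result was seen, as were the levels and shared genes of the lists and the values of list scores without 1 library, and the other tests in this part before.

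Each comparison was refitted with 100 splits of its libraries, the real one among them. As many DEGs as the real split were found in 4 of the 100 splits for the vehicle-treated sexes (29 DEGs, up to 1212 in another split), 1 of the 100 splits for the sexes at 9 weeks (8, 0 in any other), 3 of the 100 splits for the sexes at 15 weeks (30, up to 522), 1 of the 100 splits for the male response at 9 weeks (1188, up to 306), 2 of the 100 splits for the female response at 9 weeks (471, up to 767), 1 of the 100 splits for the male response at 15 weeks (1451, up to 860) and 2 of the 100 splits for the female response at 15 weeks (16, up to 41). The median of the splits was 0 DEGs in each, and for the 4 responses these shares are under 0.05. Between the sexes 10, 8 and 10 of the DEGs lie on X or Y. Among them *Xist* and the Y-linked genes differ in the real split by design, so these counts of splits show nothing by themselves. A place on X alone does not make a gene differ by design, and *Flna*, a DEG with vehicle, lost that status without male vehicle replicate 1. Outside X and Y there were 19 DEGs with vehicle and 20 at 15 weeks, and as many came in 4 and 3 of the 100 splits, the real one among them. At 9 weeks there were 0, with 591 genes outside X and Y at an unadjusted p under 0.05, and as many came in 17 of the 100 splits (median 361), so a sex difference outside X and Y beyond chance is not shown at that time. Where there were 0 DEGs the number of genes at an unadjusted p under 0.05 was compared. For males at 15 against 9 weeks it was 2179 and as many came in 1 of the 100 splits. For females it was 2046 and as many came in 15 of the 100 splits. For the interactions it was 1205 at 9 weeks, 1245 at 15 weeks and 363 with time, and as many came in 22, 38 and 84 of the 100 splits, the real one among them each time, with medians of 575, 988 and 634. So the numbers for the interactions are not beyond what other splits give, and no single gene passed the threshold there.

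More genes were DEGs in males than in females, 1188 against 471 at 9 weeks and 1451 against 16 at 15 weeks. Exchanging the sex labels gave a difference as large as 717 in 17 of the 100 splits at 9 weeks and as large as 1435 in 17 of the 100 splits at 15 weeks, the real one among them, with median differences of 293 and 667, and a ratio as large in 26 and 12. The median depth of males over females was 1.04 with vehicle, 1.21 at 9 weeks and 1.02 at 15 weeks, and the library with the lowest depth, 9265804 counts, is female vehicle replicate 5. The tables argue against depth as the whole cause, since with every library thinned to that depth the males still had 2.57 times as many DEGs as the females at 9 weeks (from 2.42 to 2.84 over 10 draws) and 62.9 times at 15 weeks (from 38.1 to 1.6e+02, rounded). They argue against connective tissue in the male vehicle scrapes as the whole cause at 9 weeks, since with the mesenchyme score as a covariate the males had 1346 DEGs and the females 176, a ratio of 7.65. The score also rose in females with treatment, so the covariate takes part of their response with it. At 15 weeks the same covariate left 644 DEGs in males in place of 1451 and 23 in females in place of 16, so there it took away more than it left of the male number. A single female library with little response may be the cause at 9 weeks, where in the fit without female 9-week replicate 5 the males had 1312 DEGs and the females 1030, a ratio of 1.27, or 1.15 against the male number on all libraries. At 15 weeks, without 1 of the compared libraries, the male number ran from 615 (male vehicle replicate 1) to 1954 (male vehicle replicate 4). The female number ran from 2 (female vehicle replicate 3) to 32 (female 15-week replicate 1). In the fit without female 9-week replicate 5 the numbers at 15 weeks were 1627 in males and 39 in females. A greater spread among the female libraries and a weaker response in females were set out as 2 explanations. The fit gave each gene 1 dispersion over all 30 libraries, so a greater female spread would not widen the error of the female changes alone. The mean distance of the libraries to their group mean was 0.898 times as large in females as in males over vehicle and 15 weeks (permutation p = 0.363) and 1.04 times over vehicle and 9 weeks (p = 0.820). These distances run over all genes. With the shared dispersion, they argue against a larger error of the female changes as the cause of the lower female number in this fit. The female changes of the genes called in males alone lie between the outcomes set out for the 2 explanations. Those genes were picked for passing in 1 sex, so they do not show a weaker response in females. Of the 875 DEGs of males and not females at 9 weeks 777 moved the same way in females, with a median change of 0.31 against 0.77, and 14 passed the interaction test when adjusted over these genes alone. At 15 weeks these numbers were 1335 of 1436, 0.29 against 0.76, and 1. Sex itself, and the course of the disease in each sex, stay open as biological explanations and were not tested apart from these.

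Vehicle-treated males had more signal of connective tissue and muscle than females. The mesenchyme score was 2.56 higher (exact permutation p = 0.0317, adjusted p = 0.143), from 2.01 without male vehicle replicate 1 to 3.095 without female vehicle replicate 1, and the smooth muscle score 3.62 higher (exact permutation p = 0.0159), from 2.47 without male vehicle replicate 1 to 4.12 without male vehicle replicate 3. No score passed the adjustment over its 108 tests. As lists, the 14 mesenchyme genes had a median of 2.52 with 14 of 14 higher and 14 past the threshold over the list alone, and the 9 smooth muscle genes a median of 5.99 with 9 of 9 higher, 7 of them DEGs. Both pass with camera (adjusted p = 2.65e-10 and 1.20e-07) and fry (0.0210 and 0.0156). The most abundant, *Dcn* and *Col3a1*, reached 31.9 and 22.3 FPKM in male vehicle libraries against 3.12 and 2.88 in female ones, and *Tagln* and *Acta2* 120 and 106 against 1.62 and 1.64. All of these genes have an FPKM of 1 or more in vehicle-treated colon, and none is on another list or was named by the paper. Of the 29 DEGs between these groups 19 lie outside the sex chromosomes, and with the score as a covariate there were 0 such DEGs, with 554 genes of all chromosomes at an unadjusted p under 0.05. That score had a mean of 4.03 in male and 1.48 in female vehicle libraries. As a covariate it can therefore take away sex differences of any cause, and *Kdm5c*, on X, also lost its DEG status with it. Deeper scrapes in male vehicle mice stay a candidate cause of those 19, which this loss does not test. The smooth muscle list still passed with that covariate (camera adjusted p = 0.00922), so 1 score does not hold all of the difference. Leaving out male vehicle replicate 1 left 9 DEGs in all, and leaving out female vehicle replicate 1 gave 1047. The same lists fell in males with treatment at 15 weeks, by 2.60 with 11 of 14 genes DEGs for mesenchyme and by 5.09 with 9 of 9 for smooth muscle (fry adjusted p = 0.0283 and 0.0275), and smooth muscle fell by 4.60 at 9 weeks (8 DEGs, camera adjusted p = 0.00496, fry 0.168). The smooth muscle score fell by 2.02 at 9 weeks and 3.12 at 15 weeks in males, or by 0.87 and 1.97 without male vehicle replicate 1. The interaction of smooth muscle at 9 weeks, -7.02, passes with both (fry adjusted p = 0.0331). Vehicle libraries serve as the baseline of both time points, so what they hold enters each male response. Sex and the part of the colon that was scraped stay open. The 7 genes of the distal colon had a median of 2.65 in the same direction with 7 of 7 higher (camera adjusted p = 0.00839, fry 0.119), which did not pass with the mesenchyme covariate (camera adjusted p = 0.314), and those of the proximal colon -0.32 with 3 of 8 higher (camera adjusted p = 0.504).

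Neutrophils, plasma cells and T cells rose as lists with 9 weeks of treatment in both sexes. The medians then in males and females were 4.25 and 7.19 for neutrophils, or 4.25 and 4.77 with genes at their bound, 1.92 and 2.10 for plasma cells, and 1.57 and 0.88 for T cells, and these 6 tests pass with camera and fry. Macrophages changed by 0.27 and 1.85 and B cells by 0.69 and 1.42, and of these only macrophages in females pass with both, while B cells in females pass with camera alone (adjusted p = 0.0101, fry 0.228). At 15 weeks the medians in males were 1.52 for neutrophils, 0.74 for T cells, 0.14 for plasma cells, -0.17 for B cells and -0.98 for macrophages, of which T cells pass with camera alone (adjusted p = 0.00397, fry 0.0567) and the other 4 with neither. The macrophage score of males was 2.30 with vehicle and 1.56 at 15 weeks, and with the mesenchyme covariate the list passed as higher at 15 weeks (camera adjusted p = 0.0272). In females at 15 weeks the medians were 3.105 for neutrophils, or 1.58 with genes at their bound, 1.1 for plasma cells, 0.89 for T cells, 0.54 for macrophages and 0.30 for B cells, of which T cells pass with both, and neutrophils, plasma cells and macrophages with camera alone. T cells were lower in males than in females at 15 weeks, -1.06, and with vehicle, -0.90, both past the threshold with camera and fry, as were macrophages with vehicle, 1.68 higher in males. Epithelium rose by 0.26 at 9 weeks and 0.36 at 15 weeks in males (fry adjusted p = 0.0250 and 0.00491). The most abundant genes in males at 9 weeks were *Igkc* at 1940.0 FPKM against 436 with vehicle for plasma cells, *S100a9* at 18.45 against 0.66 for neutrophils, *C1qa* at 9.25 against 6.255 for macrophages, *Cd79a* at 6.62 against 3.37 for B cells, *Trbc2* at 3.47 against 1.04 for T cells and *Krt8* at 1839 against 1581 for epithelium. Of the tested genes, those with an FPKM of 1 or more in vehicle-treated colon were 4 of 7 for plasma cells, 0 of 6 for neutrophils, 6 of 7 for macrophages, 3 of 7 for B cells, 3 of 9 for T cells and 8 of 8 for epithelium, and *S100a9* is also on a list of the paper. Immune cells in the scrapes are a candidate source, which the design ties to treatment. The neutrophil score rose by 4.96 in females at 9 weeks without female 9-week replicate 5 and by 4.03 with it. The macrophage difference between the vehicle-treated sexes did not pass with the mesenchyme covariate (camera adjusted p = 0.726). That score itself differed between these groups, with a mean of 4.03 in males and 1.48 in females. The loss therefore does not show that the macrophage signal came with connective tissue.

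Over the 12 comparisons and 23 lists, 276 tests, camera passed 1.0e+02 (rounded) and fry 49, and 44 passed with both. With both, the lists passed in these numbers of comparisons: neutrophils 4, plasma cells 3, T cells 5, macrophages 2, B cells 0, epithelium 2, mesenchyme 2, smooth muscle 3, Paneth cells 2, distal colon 1, proximal colon 0, tumour 0, clock day 1 and clock night 2. Of the paper's lists, the AOM/DSS markers passed in 4, cluster 2 in 4, the female genes of Figure 2E in 2, those of Figure 3C in 3, the nuclear receptors in 1, the sex genes in 2, the genes shared with the high-fat diet in 1, and the circadian genes of the text and of Figure 2E in 0, those of the text passing with fry alone in males at 15 weeks (adjusted p = 0.0458). Apart from the AOM/DSS markers, the paper picked these on the same libraries, so they are no independent test. For the markers it cites earlier work, but it names them as examples and all but *Nfkbie* are also in cluster 2, so they are not clearly independent either. For the 23 genes of the high-fat diet list 6, 5 and 6 were DEGs between the sexes with vehicle, at 9 weeks and at 15 weeks, and 9, 11 and 21 passed when adjusted over the list alone. The distal list fell by 3.90 in males at 15 weeks (fry adjusted p = 0.0277) and, with the gene at the floor at its bound, by 1.59 in females (fry 0.272). The clock day list fell by 1.51 at 9 weeks and 2.02 at 15 weeks in males, 0 of 10 higher each time, and passes with both at 15 weeks (fry adjusted p = 0.0283). The interaction of the night list at 9 weeks, 1.08 with 4 of 5 higher, passes with both as well (fry adjusted p = 0.0439).

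*Notum* (ENSMUSG00000042988, chromosome 11 from 120653788 to 120661175), a gene of Wnt-driven tumours, was a DEG in males at 9 weeks at 4.81 (standard error 1.55, adjusted p = 0.0457, called in 2 of 10 fits with 1 library left out) and at 15 weeks at 5.05 (standard error 1.56, adjusted p = 0.0306, called in 6 of 10 fits). Its log2 fold change was 3.27 at 15 weeks without male 15-week replicate 5. In females it was 3.02 (adjusted p = 0.306) and 2.29 (adjusted p = 0.582), and the interactions were 1.79 (adjusted p = 0.871) and 2.77 (adjusted p = 0.824), so a difference between the sexes is not shown. Over the 20 AOM/DSS libraries *Notum* and the mean of the other 9 genes of the list rose together, with Pearson r = 0.916 (permutation p = 1e-05, the smallest that the permutations can give) and Spearman rho = 0.775 (permutation p = 9e-05), and within groups r = 0.939 and rho = 0.917 (permutation p = 1e-05, the smallest, for both). These were 2 relations, and without the 2 farthest libraries r was 0.879 and rho 0.691. Each of the 9 genes had a positive r with it, from 0.407 to 0.958. Tumour tissue in some scrapes of AOM/DSS-treated mice is a candidate explanation in line with rho = 0.775. The list itself rose by a median of 2.38 at 9 weeks and 2.20 at 15 weeks in males with 4 DEGs each, and by 1.15 and 0.66 in females with 1 and 0, 2796 and 1776 genes of all kinds being at an unadjusted p under 0.05 there. None of these passes with camera. Its score in males at 15 weeks rose by 1.01, or 0.39 without male 15-week replicate 5, and in females at 9 weeks by 0.40, or -0.11 without female 9-week replicate 2. Of its 10 genes 3 have an FPKM of 1 or more in vehicle-treated colon, and the most abundant, *Mmp7* and *Axin2*, stood at 16.0 and 5.66 FPKM in males at 9 weeks against 0.28 and 5.17 with vehicle. An inflamed epithelium that turns on the same genes stays open, with no test that parts it from tumour tissue.

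*Il6* (ENSMUSG00000025746, chromosome 5 from 30013114 to 30019981) was at least 3.95-fold higher in males (adjusted p = 0.0259) and at least 5.35-fold higher in females (adjusted p = 0.0126) at 9 weeks, with a mean FPKM under 1 in each group, so it was a DEG only with no FPKM minimum. *Stat3* (ENSMUSG00000004040, chromosome 11 from 100885098 to 100939540) changed by 0.42 in males at 9 weeks (standard error 0.13, adjusted p = 0.0369) and by 0.39 in females (standard error 0.13, adjusted p = 0.0882), with an interaction of 0.029 (adjusted p = 0.983). It was a DEG in males in 2 of 10 fits with 1 library left out and not with the replicate block, with an adjusted p as high as 0.0893 without male 9-week replicate 2, and in females without female 9-week replicate 5 alone. *Nr3c1* (ENSMUSG00000024431, chromosome 18 from 39410545 to 39491301) changed by -0.19 in males (adjusted p = 0.616) and -0.33 in females (adjusted p = 0.463), with an interaction of 0.14 (adjusted p = 0.936). The level of a factor's RNA does not measure its activity.

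Fold changes went with the GC content of genes between the sexes at 9 weeks (Spearman 0.330), in females from 9 to 15 weeks (0.226) and in the interaction with time (-0.219), and with gene length in the responses at 15 weeks (-0.256 in males and -0.323 in females), while they were between -0.21 and 0.15 elsewhere. No correction for either was run, so their part in small fold changes was not tested. Vehicle libraries of the 2 sexes with the same replicate number had a mean r of 0.255, over 0.1 in 4 of 5 pairs, against -0.0533 for other numbers. In the other 8 comparisons, between or within the sexes, the mean r of libraries with the same number ran from -0.195 to 0.106. The highest of these was the male response at 9 weeks, with 2 of 5 pairs over 0.1, against -0.0272 for other numbers. The labels give no batch. With the replicate number as a block there were 12 DEGs between the vehicle-treated sexes in place of 29.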
